# Altered Gene Expression in Prefrontal Cortex of a Fabry Disease Mouse Model

**DOI:** 10.3389/fnmol.2018.00201

**Published:** 2018-06-25

**Authors:** Kai K. Kummer, Theodora Kalpachidou, Miodrag Mitrić, Michiel Langeslag, Michaela Kress

**Keywords:** Fabry disease, alpha Galactosidase A, lysosomal storage disorder, prefrontal cortex, neuropathic pain, cognitive deficits

## Abstract

Fabry disease is an X-chromosome linked hereditary disease that is caused by loss of function mutations in the α-galactosidase A (α-Gal A) gene, resulting in defective glycolipid degradation and subsequent accumulation of globotriaosylceramide (Gb3) in different tissues, including vascular endothelial cells and neurons in the peripheral and central nervous system. We recently reported a differential gene expression profile of α-Gal A^(−/0)^ mouse dorsal root ganglia, an established animal model of Fabry disease, thereby providing new gene targets that might underlie the neuropathic pain related symptoms. To investigate the cognitive symptoms experienced by Fabry patients, we performed one-color based hybridization microarray expression profiling of prefrontal cortex samples from adult α-Gal A^(−/0)^ mice and age-matched wildtype controls, followed by protein-protein interaction and pathway analyses for the differentially regulated mRNAs. We found that from a total of 381 differentially expressed genes, 135 genes were significantly upregulated, whereas 246 genes were significantly downregulated between α-Gal A^(−/0)^ mice and wildtype controls. Enrichment analysis for downregulated genes revealed mainly immune related pathways, including immune/defense responses, regulation of cytokine production, as well as signaling and transport regulation pathways. Further analysis of the regulated genes revealed a large number of genes involved in neurodegeneration. The current analysis for the first time presents a differential gene expression profile of central nervous system tissue from α-Gal A^(−/0)^ mice, thereby providing novel knowledge on the deregulation and a possible contribution of gene expression to Fabry disease related brain pathologies.

## Introduction

Fabry disease (FD) is an X-chromosome linked hereditary disease that belongs to the group of lysosomal storage disorders. It is caused by loss of function mutations in the lysosomal α-galactosidase A (α-Gal A) gene that result in defective glycolipid degradation, and subsequent accumulation of globotriaosylceramide (Gb3) in different tissues, including vascular endothelial cells and neurons (Desnick et al., 2001; Gal et al., 2006; Saito et al., 2011; Bangari et al., 2015). Incidence rates for FD span from 1:37′000 for the classical phenotype to 1:3′100 for a late-onset disease variant, with males being more affected than females (Spada et al., 2006; Mechtler et al., 2012). Nevertheless, also heterozygous females show variable expression of α-Gal A caused by random X-inactivation, which leads to major organ involvement (Wilcox et al., 2008). One of the earliest symptoms of FD is small-fiber neuropathy, which leads to pain attacks already in childhood and is associated with accumulation of Gb3 in sensory neurons of dorsal root ganglia (DRG) (Germain, 2010; Bangari et al., 2015). In addition to neuronal accumulation in the peripheral nervous system, Gb3 deposits are also found in neurons and other cell types of the central nervous system (Khanna et al., 2010; Tuttolomondo et al., 2013a,b). Often, those glycolipid deposits lead to alterations in cerebral vessels and the formation of microstructural damage (i.e., microbleeds) in different brain regions (Tagliavini et al., 1982; Reisin et al., 2011; Paavilainen et al., 2013; Kono et al., 2016). In line with these pathologies, different forms of cognitive deficits have been reported in FD patients, spanning from higher prevalence of depression and anxiety to impairment of information processing and attention (Schermuly et al., 2011; Bolsover et al., 2014; Sigmundsdottir et al., 2014), as well as impaired long-term verbal memory (Cocozza et al., 2018). These are reflected to some extent in a transgenic FD mouse model which shows increased anxiety-like behavior (Hofmann et al., 2017).

In a recent microarray profiling study of DRGs, we provide the first report on changed gene expression in neuronal tissue from a mouse line with a null mutation of α-Gal A modeling FD (Kummer et al., 2017). Besides the identification of numerous regulated genes, enriched pathways are implicated in general neuronal dysfunction, for example G-protein coupled receptor activity and neuropeptide signaling that might affect excitability and neuronal activation in FD (Kummer et al., 2017). The above mentioned cognitive deficits seen in FD patients and mice may be related to such changes in neuronal excitability or compromised receptor activity in higher brain regions, most probably in the prefrontal cortex (PFC), as the major deficits reported from FD patients refer to attention and executive functioning.

We therefore set out to explore neuronal gene expression changes associated with the loss of function of α-Gal A in a particularly important brain area and link it to the reported cognitive deficits, by performing mRNA microarray expression profiling of PFC tissue samples from adult male α-Gal A^(−/0)^ mice, followed by qPCR validation and in depth bioinformatics analyses of protein-protein interactions and pathways.

## Methods

### Animals

Male α-galactosidase A^(−/0)^ (α-Gal A^(−/0)^; background C57BL/6; kindly provided by Dr. A. Kulkarni, National Institute of Health, NIDCR, Bethesda, USA) (Ohshima et al., 1997) and wildtype C57BL/6J mice (age 20-24 weeks) were inbred and housed under specific pathogen-free (SPF) conditions. For microarray expression profiling mice from the separate inbred colonies were used, whereas for RT-qPCR validation, α-Gal A^(−/0)^ mice backcrossed with wildtype C57BL/6J mice and wildtype C57BL/6J mice were used to control for inbred colony effects. Animals were maintained at constant room temperature of 24°C on a 12h light/dark cycle with lights on from 07:00 to 19:00 and had *ad libitum* access to autoclaved pelleted food and water. All animals were treated in accordance with the Ethics Guidelines of Animal Care (Medical University of Innsbruck), as well as the European Communities Council Directive of 22 September 2010 on the protection of animals used for scientific purposes (2010/63/EU), and approved by the Austrian National Animal Experiment Ethics Committee of the Austrian Bundesministerium für Wissenschaft und Forschung (permit number BMWF-66.011/0054-WF/V/3b/2015).

### Tissue collection

For microarray expression profiling four adult mice per group, and for RT-qPCR validation six adult mice per group were deeply anesthetized with isoflurane and euthanized by decapitation. Brains were removed, prefrontal cortices dissected and flash-frozen in liquid nitrogen. Samples were stored at −80°C until further processing.

### Microarray expression profiling

Genome-wide expression profiling was carried out by IMGM Laboratories (Munich, Germany) using Agilent SurePrint G3 Mouse GE 8x60K Microarrays in combination with a one-color based hybridization protocol. Microarray signals were detected using the Agilent DNA Microarray Scanner.

Total RNA including small RNAs was isolated using the miRNeasy Mini Kit (Qiagen) according to the manufacturer's instructions and eluted in 40 μl RNase-free water. RNA concentration and purity was determined on a NanoDrop ND-1000 spectral photometer (Peqlab). Samples were analyzed using the RNA 6000 Nano LabChip Kit (Agilent Technologies) on a 2100 Bioanalyzer (Agilent Technologies). For mRNA analysis, total RNA samples were spiked with *in vitro* synthesized polyadenylated transcripts (One-Color RNA Spike-In Mix, Agilent Technologies), reverse transcribed into cDNA and then converted into Cyanine-3 labeled complementary RNA (Low Input Quick-Amp Labeling Kit One-Color, Agilent Technologies) according to the manufacturer's instructions. cRNA concentration, RNA absorbance ratio and Cyanine-3 dye concentration were recorded using a NanoDrop ND-1000 UV-VIS spectral photometer, and quality of labeled cRNA was analyzed using the RNA 6000 Nano LabChip Kit (Agilent Technologies) on a 2100 Bioanalyzer (Agilent Technologies). Following cRNA clean-up and quantification, Cyanine-3-labeled cRNA samples were fragmented and prepared for one-color-based hybridization (Gene Expression Hybridization Kit, Agilent Technologies) and hybridized at 65^°^C for 17 h on Agilent SurePrint G3 Mouse GE 8x60K Microarrays. After hybridization, microarrays were washed with increasing stringency using Triton X-102 supplemented Gene Expression Wash Buffers (Agilent Technologies) followed by drying with acetonitrile (Sigma). Fluorescence signals were detected on an Agilent DNA Microarray Scanner and extracted using feature extraction software (Agilent Technologies). The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus (Edgar et al., 2002) and are accessible through GEO Series accession number GSE110645 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE110645).

### RT-qPCR validation of regulated genes

Reverse transcription quantitative polymerase chain reaction (RT-qPCR) validation of regulated genes was performed using TaqMan Gene Expression Assays (Thermo Fisher Scientific) in an Applied Biosystems 7500 Fast Real-Time PCR System (Thermo Fisher Scientific).

Total RNA was extracted using peqGOLD TriFast reagent (Peqlab) according to the manufacturer's instructions. The quality and quantity of RNA was evaluated using NanoDrop 2000 (Thermo Scientific). Reverse transcription of mRNA was performed as previously described (Kummer et al., 2017). Genes of interest were analyzed by RT-qPCR using the following TaqMan Gene Expression Assays (Thermo Fisher Scientific): Mm00499982_m1 (Cdhr1), Mm01207095_g1 (Agfg2), Mm01297785_m1 (Cpne5), Mm00839582_m1 (Dynlt1a/1b/1c/1f), Mm00723335_m1 (Fam83a), Mm00619552_m1 (Fn3krp), Mm00446358_m1 (Fxyd2), Mm03646971_gH (Gm1987), Mm02391771_g1 (Hdac1), Mm01215650_m1 (Kcnj6), Mm01188211_m1 (S100pbp), Mm00555295_m1 (Sc5d), Mm00503605_m1 (Tmem25), Mm00836474_m1 (Zfp932), Mm00446968_m1 (Hprt), Mm01352363_m1 (Sdha), and Mm00441941_m1 (Tfrc). Experimental procedures were performed according to the TaqMan Gene Expression Assays protocol. The reactions were loaded on MicroAmp Fast Optical 96-well reaction plates (Thermo Fisher Scientific) and placed in the Applied Biosystems 7500 Fast Real-Time PCR System (Thermo Fisher Scientific). The PCR cycle protocol used was: 10 min at 95^°^C, 40 two-step cycles of 15 s at 95^°^C and 1 min at 60^°^C. Each sample was run in duplicates alongside non-template controls. Threshold was set manually at 0.1 and threshold cycle (C_T_) was used as a measure of initial RNA input. Relative fold changes in gene expression were calculated using the 2^−ΔΔ*CT*^ method. All fold changes were expressed relative to the respective expression in wildtype mice and analyzed using Welch's *t*-test. Three genes (i.e., Hprt, Sdha, and Tfrc) were used as reference genes. All three reference genes were found to be stably expressed in both groups of animals, as indicated by geNorm, Normfinder, and Bestkeeper software packages.

### Bioinformatics analyses

GeneSpring GX 13.0 analysis software (Agilent Technologies) was used to normalize and analyze the microarray raw data. Data were normalized using non-parametric quantile normalization. Groups were compared using Welch's approximate *t*-test (unpaired unequal variances) and *p*-values corrected for multiple testing using the algorithm of Benjamini and Hochberg (Benjamini and Hochberg, 1995), controlling for false discovery rate (FDR). Differential expression between the two groups was determined by calculating fold changes of the averaged normalized expression values. Significantly regulated mRNAs were identified by applying filters on fold changes (absolute fold change ≥ 1.2 or ≥ 2) and p-values (*p* ≤ 0.01). Gene expression data were further processed by *R statistics* statistical software package (R Development Core Team, 2008) and Volcano plots prepared using R statistics *ggplot* library. Only genes with uncompromised hybridization values in all individual samples were used for the current analysis.

### Protein-protein interaction analysis

Protein-protein interactions were investigated for the significantly regulated mRNAs using the STRING Database v. 10.5 (http://www.string-db.org) (Szklarczyk et al., 2017), which includes direct and indirect protein associations collected from different databases. Interaction networks were prepared using medium confidence scores (0.40) and clustered using MCL clustering algorithm (inflation parameter: 3). Disconnected nodes were hidden from the network.

### Functional enrichment and pathway analyses

Functional enrichment and pathway analyses were also performed using the STRING Database v. 10.5 (http://www.string-db.org). Classification systems tested were Gene Ontology and KEGG functional annotation spaces, employing Fisher's exact test followed by FDR correction for multiple testing. Only enriched pathways with FDR corrected *p*-values < 0.05 are reported.

## Results

### mRNA expression profile of fabry mouse PFC

Using microarray expression profiling we found that in total 381 genes from the overall 21′393 detected mRNAs were significantly different between PFC samples from wildtype and α-Gal A^(−/0)^ mice (criteria *p* ≤ 0.01, absolute fold change ≥ 1.2) (Figure 1). Of those, 135 genes were significantly upregulated and 246 genes were significantly downregulated as compared to wildtype controls. 

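Prefrontal cortex RNA from 4 male α-Gal A(-/0) mice and 4 male wildtype C57BL/6J mice, aged 20 to 24 weeks and taken from separate inbred colonies, was hybridized to 8 one-color arrays, 1 per mouse. Each array carries short DNA probes, several of them for some genes, and the Cyanine-3 brightness of a spot measures the amount of the matching transcript. The scanner's Feature Extraction software had corrected each array for gradients across its surface, and its processed signals, in arbitrary units of brightness, were not yet made comparable between arrays. All 8 arrays lay on 1 slide and were read in 1 scan. Spots of one probe were averaged, and log2 signals were brought to a common distribution by quantile normalization, the normalization the study names. Control probes were left out, as were 81 probes with an uneven spot on any array, since the study used only genes with uncompromised hybridization. Tested were 34339 of the 55681 other probes on the array, those well above background on all 4 arrays of at least 1 genotype, which stand for 23638 genes by symbol. The number of probes well above background was 29943, 35218, 36086 and 36139 on the α-Gal A(-/0) arrays and 35648, 36101, 36185 and 38240 on the wildtype arrays (exact permutation test, two-sided, p = 0.17). Of the measures of array quality, 2 set every α-Gal A(-/0) array above every wildtype array: the SD of the deviations of an array from the others of its genotype (0.26 to 0.50 against 0.21 to 0.26), and the ratio between the bands of spots that deviate most and least (1.16 to 1.63 against 1.06 to 1.10; exact permutation tests, two-sided, p = 0.029 for both, the smallest that 4 arrays against 4 allow, and adjusted p = 0.2, the lowest of all measures). The genotypes were compared with limma's test, with Benjamini-Hochberg adjustment over all tested probes, in place of GeneSpring's test with unequal variances. Log2 fold changes are α-Gal A(-/0) minus wildtype, and positions are on the mm9 build. The probe of Gla, the gene that encodes α-galactosidase A, had a log2 fold change of 0.062 (standard error 0.056, adjusted p = 0.7), at a log2 signal of 17.15 in α-Gal A(-/0) mice and 17.09 in wildtype mice (Actb, 17.34 in α-Gal A(-/0) mice). The arrays do not show whether it detects Gla alone, and the paper's text does not say where the gene is disrupted relative to this probe. The number of 4 arrays per genotype limits the precision of every value.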

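A small part of the transcripts of the prefrontal cortex differed between the genotypes. At an adjusted p under 0.05, 301 probes differed. Of all tested probes, 2725 had the 4 values of one genotype above the 4 of the other, where chance gives this for 2.86% of probes. Past the study's criterion of an unadjusted p of at most 0.01 and an absolute fold change of at least 1.2 were 1178 probes of 1055 genes, with a median fold change of 1.42, and 301 of these probes had an adjusted p under 0.05. An unadjusted p under 0.05 was reached by 4083 probes, against 1717 by chance on average. Counts without adjustment vary between groupings: another split of the arrays into 4 and 4 put 1301 probes past the study's criterion. Chance is thus not excluded for the 1178 probes, and for the 2725 and the 4083 it was not tested against other splits. Markers of neurons showed no shift: of 15 markers of excitatory neurons and 17 of inhibitory neurons, none passed the test on its own, and limma's camera test, which compares a list of genes with all other genes, gave an adjusted p of 0.27 and 0.72. The 16 astrocyte markers were lower as a list, with a mean log2 fold change of −0.12 (camera, adjusted p = 0.0011), but not with an estimated correlation between genes (adjusted p = 0.41). Among them, Aqp4, the water channel of astrocyte endfeet, had a log2 fold change of −0.20 (adjusted p = 0.3) and the connexin Gjb6 one of −0.18 (adjusted p = 0.27). The 15 oligodendrocyte markers were higher as a list, by 0.12 on average (adjusted p = 0.00022), again not with an estimated correlation (adjusted p = 0.41). The myelin genes Cldn11 and Mobp had log2 fold changes of 0.22 and 0.30, and no astrocyte or oligodendrocyte marker passed the test on its own, over all probes or adjusted over the list alone. The count of 301 fell to 183 without wildtype replicate 3, to 195 without wildtype replicate 4 and to 200 without α-Gal A(-/0) replicate 1. The methods' Welch t-test called 92 probes, with 615 past the criterion, and a replicate block 150. With the row of the slide as a block in the fit it was 144, a setting chosen after the data were seen.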

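More transcripts were lower than higher in α-Gal A(-/0) mice, 196 against 105 probes at an adjusted p under 0.05 and 784 against 394 past the study's criterion. Without α-Gal A(-/0) replicate 2 this was 612 against 543 past the criterion. Genes past the criterion lay closer together on the chromosomes than random draws of genes, though chance is not excluded for this measure, since 12 of the 35 splits of the arrays into 4 and 4 gave as high a ratio to random draws. Of 807 genes past the criterion, taken as 1 probe per gene, 560 had another such gene within 1 Mb, against a mean of 484.5 in 10000 random draws of as many tested genes (permutation p = 1e-04, the smallest p that these draws can give). They were more numerous than expected in 10 of 276 regions of 10 Mb, none of them on the X chromosome, which carries Gla. The strongest of these lies on chromosome 17 from 30 to 40 Mb, around the major histocompatibility complex, with 36 of 265 tested genes past the criterion where 9.14 were expected (hypergeometric test, adjusted p = 6.3e-10). It was followed by chromosome 9 from 40 to 50 Mb, with 23 of 123 genes, and chromosome 4 from 120 to 130 Mb, with 22 of 173. In these regions genes changed in both directions, 52 probes higher and 68 lower at an adjusted p under 0.05. On chromosome 9, Pdzd3, a scaffold protein with PDZ domains, rose by 0.90 (standard error 0.07, adjusted p = 0.0006), and a probe of the ribosomal protein gene Rps25 fell to a log2 fold change of −1.33 (standard error 0.10) while its other probe had −0.058. On chromosome 4, the actin-binding protein Cap1 rose by 0.98 (standard error 0.071, adjusted p = 0.00039). On chromosome 17, Decr2, an enzyme of peroxisomal fatty acid oxidation, rose by 0.95, the protein disulfide isomerase Pdia2 by 0.89 (its other probe, 0.55), the transcription factor subunit Taf11 by 0.53 and 1 probe of the splicing factor Luc7l by 0.83 (its other probe, 0.073). On chromosome 14, the mitochondrial protein Ghitm rose by 0.50 and 0.43 at its probes, and 2 probes of Ldb3 had log2 fold changes of −2.14 and −0.37. The zinc finger gene Zfp386 on chromosome 12 had log2 fold changes of −0.84, −0.69 and −0.40. Timmdc1, an assembly factor of mitochondrial complex I, on chromosome 16 had 0.76, 0.44 and 0.26. The integrin gene Itga9 on chromosome 9 had −1.05 (adjusted p = 0.02), a call kept under 9 of 17 other settings. Among these 17 settings, here and below, are the study's own log2 values, of whose 8 columns 7 follow other samples. Without them the Itga9 call was kept under 9 of 16 settings. Neighbouring genes were no longer closer than in random draws when a distance of 5 Mb was used (ratio 0.985, permutation p = 0.96), and without α-Gal A(-/0) replicate 4 the ratio to the random mean was 1.04 (p = 0.051) instead of 1.16. With genes at an adjusted p under 0.05 in place of the criterion the ratio was 2.52, with 133 of 214 genes near another.

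**Figure D1:**
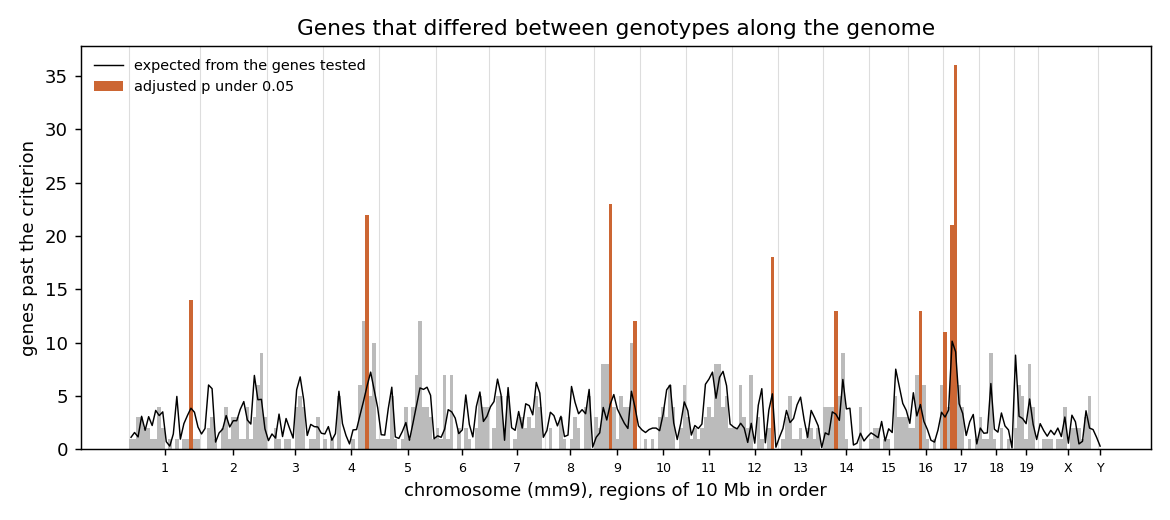
Number of genes past the criterion (p of at most 0.01 and a fold change of at least 1.2) in each region of 10 Mb along the chromosomes of mm9, with the number expected from the genes tested drawn as a line. The 10 colored regions have an adjusted p under 0.05, and the tallest, on chromosome 17, holds 36 genes.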

More stringent filtering (criteria *p* ≤ 0.01, absolute fold change ≥ 2) of the significantly regulated genes revealed an assessable number of 50 genes in total (Figure 2). 

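Past the 2-fold limit were 193 probes of 167 genes, 61 of them higher and 132 lower in α-Gal A(-/0) mice, and 127 of these probes had an adjusted p under 0.05. With only probes well above background on all 8 arrays, 54 were higher and 54 lower. The 193 include probes of the sodium pump subunit Fxyd2, the potassium channel Kcnj6 and the histone deacetylase Hdac1. Of the 50 probes listed in Tables 1 and 2, 46 could be matched to a single probe by gene and position or accession, and all 46 were past the 2-fold limit in the same direction, 44 of them at an adjusted p under 0.05. The tables were drawn up from these same 8 arrays, so this count is not independent evidence.

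**Figure D2:**
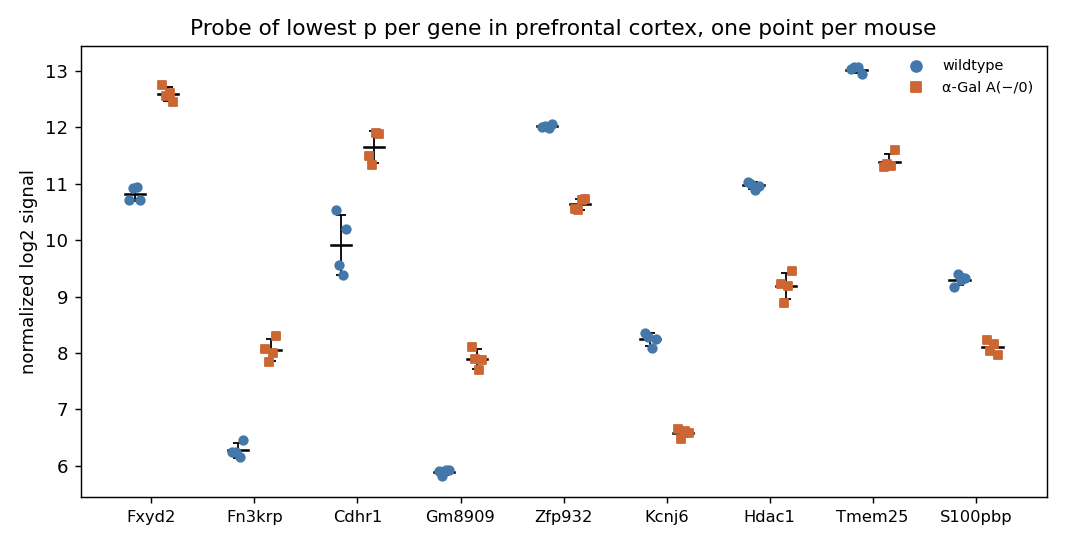
Normalized log2 signal of 1 probe per gene, that of the lowest p, in the prefrontal cortex of each mouse, for genes of Tables 1 and 2. Points are single mice, lines and bars are the mean and SD of 4 mice, and the 4 mice of one genotype lie above the 4 of the other for every gene shown. Genes and probes were chosen on these same arrays, so this separation is not independent evidence.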

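Both probes of Fxyd2, the regulatory subunit of the sodium pump, were 3.41-fold and 3.44-fold higher in α-Gal A(-/0) mice. The probe with the lowest p, on chromosome 9 from 45218281 to 45218340, had a log2 signal of 12.59 ± 0.12 (SD, n = 4) in α-Gal A(-/0) mice and of 10.82 ± 0.13 (SD, n = 4) in wildtype mice, a log2 fold change of 1.77 (standard error 0.088, adjusted p = 5.7e-05), and the other probe had 1.78. Of the 12 tested genes of the sodium pump and the FXYD family, Fxyd2 was the only one to rise over all probes (2 adjusted over the list alone), and the list as a whole did not pass (camera, adjusted p = 0.1). Gm8909, a predicted class I histocompatibility gene on chromosome 17, rose by 2.00 (standard error 0.089, adjusted p = 3.3e-05), and Fn3krp, a kinase that removes sugars from glycated proteins, on chromosome 11, by 1.78 (standard error 0.11, adjusted p = 0.00018). Fam83a rose by 1.77 from a log2 signal of only 4.68 in wildtype mice. Cdhr1, a cadherin of photoreceptors and olfactory bulb neurons, rose by 1.74 (standard error 0.26, adjusted p = 0.024), a call kept under 6 of 17 other settings. It was the only one of 8 olfactory bulb markers past the test, and the mean of these markers ran from −0.81 to 1.11 between single mice (camera, adjusted p = 0.27). Of the 4 tested dynein light chain genes, 3 rose, Dynlt1c by 1.16, Dynlt1f by 1.18 and Dynlt1a by 0.81, while Dynlt3 had −0.04 (camera, adjusted p = 7.7e-05, but adjusted p = 0.17 with an estimated correlation). Their near-identical sequences can share probes, and each of the 3 calls was kept under at most 7 of 17 other settings. Probes of one gene often differed: Cpne5 had log2 fold changes of 1.19, 0.053 and 0.22, Agfg2 of 1.07 and 0.10, the pseudogene Pisd-ps3 of 1.15 and 0.016, and Akirin1 of 1.03, 0.93 and 0.076. Pi16, at 1.33, had an adjusted p of 0.1. Of 61 probes higher by at least 2-fold, 47 had an adjusted p of at most 0.1.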

Using these criteria 19 genes were significantly upregulated, of which 11 showed FDR corrected *p* ≤ 0.1 (Table 1). Furthermore, 31 genes were significantly downregulated, of which 17 showed FDR corrected *p* ≤ 0.1 (Table 2). 

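Strong falls were seen in predicted genes of a cluster of chemokine and interleukin receptor copies on chromosome 4, part of which mm9 leaves unplaced. Gm1987, which belongs to the Ccl21 chemokine genes and lies from 42232117 to 42232176, had a log2 signal of 8.12 ± 0.18 (SD, n = 4) in α-Gal A(-/0) mice and of 14.34 ± 0.18 (SD, n = 4) in wildtype mice, a log2 fold change of −6.22 (standard error 0.12, adjusted p = 2.0e-07). Gm3893 had −4.20 and −2.28 at its probes, Gm13298 −2.71 at its probe of lowest p, 4933409K07Rik −2.27 and Gm13304 −1.81, all with an adjusted p under 0.05. Of the 8 tested genes of this cluster, 6 fell over all probes and 7 adjusted over the list alone (camera, adjusted p = 7.5e-20, and 0.0026 with an estimated correlation), though the cluster was listed because the study's own table names several of its genes, so it is not independent evidence. Probes for such near-identical copies can detect more than 1 gene. Tmem25, a membrane protein of the immunoglobulin superfamily on chromosome 9, fell to a log2 fold change of −1.63 (standard error 0.078, adjusted p = 4.4e-05). Zfp932, a zinc finger gene on chromosome 5, had −1.39 (standard error 0.065, adjusted p = 4.2e-05), and its other probes −0.56 and −0.43 (adjusted p = 0.29 and 0.16). Sc5d, an enzyme of cholesterol synthesis, had −1.22 (standard error 0.076, adjusted p = 0.00018) and was the only one of 26 genes of that pathway past the test, also adjusted over the list alone (camera for the pathway, adjusted p = 0.044, and 0.41 with an estimated correlation). The anti-apoptotic gene Bcl2a1d had −1.62, the oxysterol hydroxylase Cyp39a1 −1.06 and Mss51 −1.03. Only 1 probe fell for several genes with more than 1: S100pbp had −1.20, −0.39 and 0.19, Dock4 −1.24 and −0.17, and Hemk1 −1.65 and 0.10. Txlna, with −1.02 and −0.079, had an adjusted p of 0.058 at its lower probe. Of 132 probes lower by at least 2-fold, 106 had an adjusted p of at most 0.1.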

Protein-protein interaction (PPI) analysis (STRING Database) did not reveal clusters of interacting proteins or enriched pathways when applying the stringent filtering criteria, due to the low number of input genes. Therefore, less stringent filtering criteria (criteria *p* ≤ 0.01, absolute fold change ≥ 1.2) were used for PPI and enrichment analyses.

**Figure 1:**
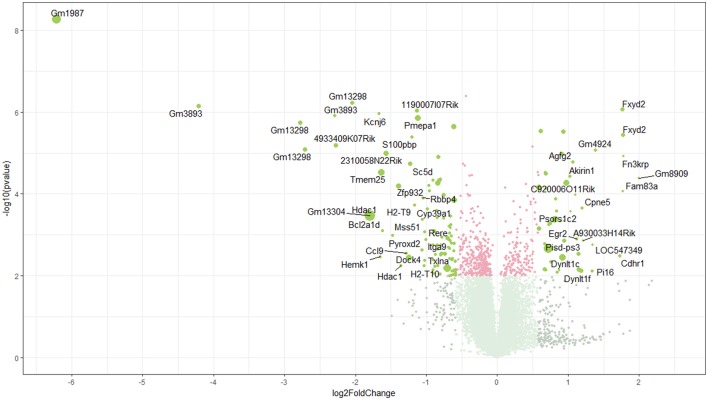
Volcano plot of microarray data. Green color, *p* ≤ 0.01, fold change ≥ 1.2; labels, *p* ≤ 0.01, fold change ≥ 2.0; dot size represents relative expression values of wildtype mice.

**Figure 2:**
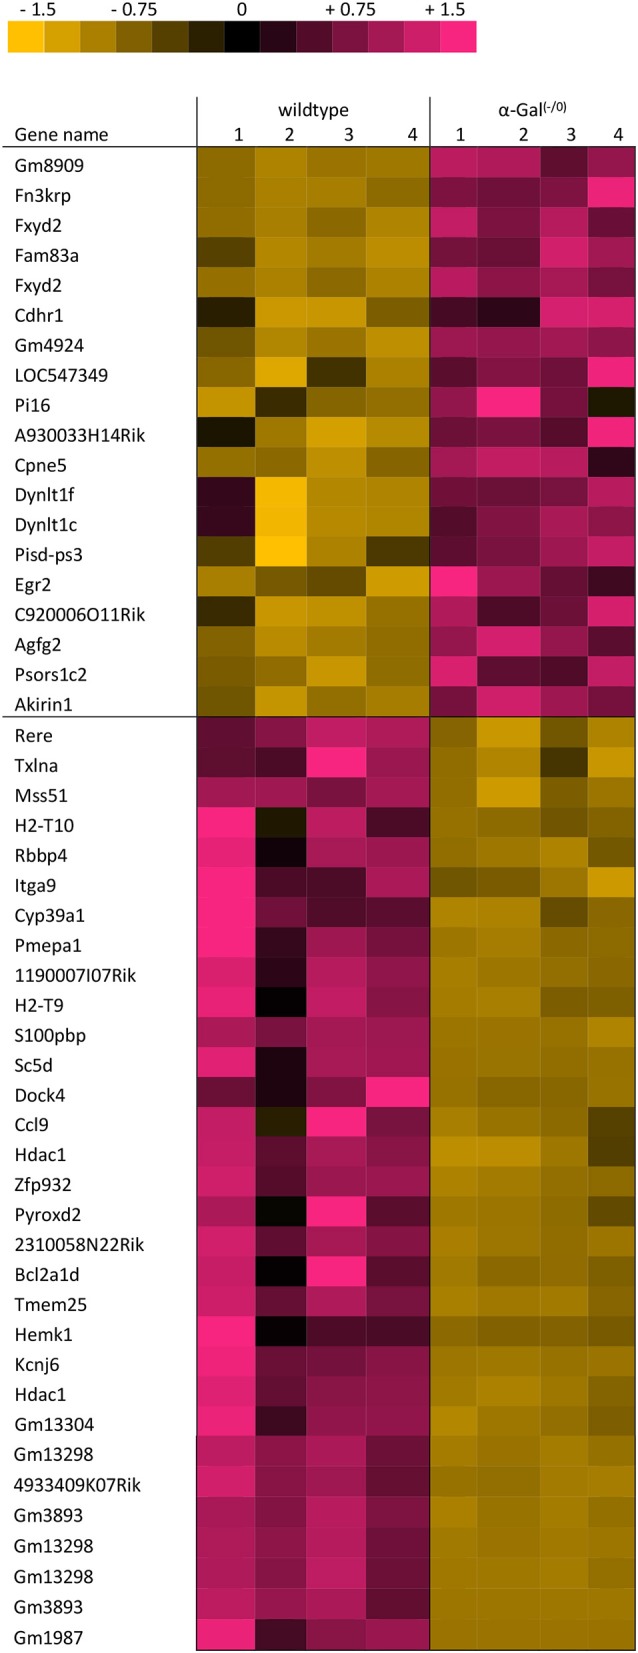
Heatmap of significantly regulated genes. Cut-off values, *p* ≤ 0.01, fold change ≥ 2.

**Table 1:** Raw expression values, fold changes, and statistical analysis for significantly *upregulated* genes.

**NCBI refSeq ID**	**Gene symbol**	**Gene name**	**Chromosome and location**	**Expression α-Gal^(–/0)^**	**Expression wildtype**	**Fold change**	***p*-value**	**FDR**
NM_001081032	Gm8909	Predicted gene 8909	Chr17: 36302361–36302302	225	63	4.0	< 0.0001	0.0288
NM_181420	Fn3krp	Fructosamine 3 kinase related protein	Chr11: 121292014–121292073	252	82	3.4	< 0.0001	0.0141
NM_052823	Fxyd2	FXYD domain-containing ion transport regulator 2	Chr9: 45218302–45218361	5394	1830	3.4	< 0.0001	0.0077
BC030396	Fam83a	Family with sequence similarity 83, member A	Chr15: 57827097–57827156	82	27	3.4	< 0.0001	0.0439
NM_052823	Fxyd2	FXYD domain-containing ion transport regulator 2	Chr9: 45218281–45218340	5702	1948	3.4	< 0.0001	0.0050
NM_130878	Cdhr1	Cadherin-related family member 1	Chr14: 37891446–37891387	2986	1034	3.3	0.0033	0.2910
DQ459435	Gm4924	Predicted gene 4924	Chr10: 81863532–81863591	2454	1076	2.6	< 0.0001	0.0135
NM_001025208	LOC547349	MHC class I family member	–	103	45	2.5	0.0017	0.2337
NM_023734	Pi16	Peptidase inhibitor 16	Chr17: 29465784–29465843	367	163	2.5	0.0076	0.3873
XR_105403	A930033H14Rik	RIKEN cDNA A930033H14 gene	Chr10: 68672629–68672570	182	87	2.3	0.0014	0.2149
NM_153166	Cpne5	Copine V	Chr17: 29293557–29293498	591	291	2.3	< 0.0001	0.0827
NM_001199948	Dynlt1f	Dynein light chain Tctex-type 1F	Chr17: 6606983–6607042	5258	2692	2.3	0.0076	0.3873
NM_001166630	Dynlt1c	Dynein light chain Tctex-type 1C	Chr17: 6812527–6812586	7657	4016	2.2	0.0072	0.3839
NR_003518	Pisd-ps3	Phosphatidylserine decarboxylase, pseudogene 3	Chr11: 003030755–003030814	3473	1816	2.2	0.0028	0.2815
NM_010118	Egr2	Early growth response 2	Chr10: 67004798–67004857	546	281	2.2	0.0012	0.2052
NR_040401	C920006O11Rik	RIKEN cDNA C920006O11 gene	Chr9: 78026086–78026145	63	33	2.1	< 0.0001	0.0510
NM_145566	Agfg2	ArfGAP with FG repeats 2	Chr5: 138104107–138104048	1041	562	2.1	< 0.0001	0.0176
NM_020576	Psors1c2	Psoriasis susceptibility 1 candidate 2 (human)	Chr17: 35671531–35671590	121	66	2.1	< 0.0001	0.0906
NM_023423	Akirin1	Akirin 1	Chr4: 123420761–123420702	1688	945	2.0	< 0.0001	0.0283

*Genes with FDR-corrected p-values ≥ 0.1 are grayed out*.

**Table 2:** Raw expression values, fold changes, and statistical analysis for significantly *downregulated* genes.

**NCBI refSeq ID**	**Gene symbol**	**Gene name**	**Chromosome and location**	**Expression α-Gal^(–/0)^**	**Expression wildtype**	**Fold change**	***p*-value**	**FDR**
NM_001193667	Gm1987	Predicted gene 1987	chr4: 42232117-−42232176	263	22237	−74.4	< 0.0001	0.0002
NR_033506	Gm3893	Predicted gene 3893	chrUn_random: 553693–553634	173	3633	−18.4	< 0.0001	0.0050
NM_001085530	Gm13298	Predicted gene 13298	chr4: 41842107–41842166	455	3557	−6.8	< 0.0001	0.0061
NM_001085530	Gm13298	Predicted gene 13298	chr4: 41841838-−41841897	491	3682	−6.5	< 0.0001	0.0135
NR_033506	Gm3893	Predicted gene 3893	chrUn_random: 551587-−551528	182	1003	−4.9	< 0.0001	0.0050
NR_033123	4933409K07Rik	RIKEN cDNA 4933409K07 gene	chr4: 42472710–42472769	566	3139	−4.8	< 0.0001	0.0127
NM_001085530	Gm13298	Predicted gene 13298	chr4: 41841716–41841775	324	1512	−4.1	< 0.0001	0.0050
NM_001193666	Gm13304	Predicted gene 13304	chr4: 41775274–41775333	9111	36638	−3.5	0.0003	0.1037
NM_008228	Hdac1	Histone deacetylase 1	chr4: 129193586–129193527	551	2160	−3.4	0.0003	0.1053
NM_001025585	Kcnj6	Potassium inwardly-rectifying channel, subfamily J, member 6	chr16: 95054032–95053973	91	322	−3.2	< 0.0001	0.0050
NM_133984	Hemk1	HemK methyltransferase family member 1	chr9: 107233482–107233423	70	247	−3.1	0.0035	0.2946
NM_027865	Tmem25	Transmembrane protein 25	chr9: 44602002–44601943	2483	9033	−3.1	< 0.0001	0.0257
NM_007536	Bcl2a1d	B cell leukemia/lymphoma 2 related protein A1d	chr9: 88618224–88618165	99	340	−3.1	0.0008	0.1665
AK009987	2310058N22Rik	RIKEN cDNA 2310058N22 gene	chr12: 117619193–117619252	1674	5754	−3.0	< 0.0001	0.0135
NM_029011	Pyroxd2	Pyridine nucleotide-disulphide oxidoreductase domain 2	chr19: 42801304–42801245	70	218	−2.8	0.0010	0.1859
NM_145563	Zfp932	Zinc finger protein 932	chr5: 110439205–110439264	1479	4497	−2.6	0.0001	0.0361
NM_008228	Hdac1	Histone deacetylase 1	chr4: 129193775–129193716	154	444	−2.6	0.0057	0.3473
NM_011338	Ccl9	Chemokine (C-C motif) ligand 9	chr11: 83388282–83388223	78	212	−2.4	0.0028	0.2797
NM_172803	Dock4	Dedicator of cytokinesis 4	chr12: 41572977–41573036	2655	7324	−2.4	0.0037	0.2999
NM_172769	Sc5d	Sterol-C5-desaturase (fungal ERG3, delta-5-desaturase) homolog (S. cerevisae)	chr9: 42062916–42062857	1191	3202	−2.3	< 0.0001	0.0186
AK139097	S100pbp	S100P binding protein	chr4: 128854488–128854429	259	670	−2,3	< 0.0001	0,0083
NM_010399	H2-T9	Histocompatibility 2, T region locus 9	chr17: 36177230–36177171	90	226	−2.2	0.0002	0.0714
NM_001135567	1190007I07Rik	RIKEN cDNA 1190007I07 gene	chr10: 82082933–82082874	854	2138	−2.2	< 0.0001	0.0050
NM_022995	Pmepa1	Prostate transmembrane protein, androgen induced 1	chr2: 173050025–173049966	2568	6494	−2.2	< 0.0001	0.0051
NM_018887	Cyp39a1	Cytochrome P450, family 39, subfamily a, polypeptide 1	chr17: 43887735–43887794	225	527	−2.1	0.0004	0.1160
NM_133721	Itga9	Integrin alpha 9	chr9: 118807900–118807959	273	637	−2.1	0.0024	0.2622
NM_009030	Rbbp4	Retinoblastoma binding protein 4	chr4: 128984682–128984623	149	345	−2.1	0.0001	0.0567
NM_010395	H2-T10	Histocompatibility 2, T region locus 10	chr17: 36255977–36255918	87	200	−2.0	0.0056	0.3473
NM_029104	Mss51	MSS51 mitochondrial translational activator	chr14: 21302782–21302415	104	238	−2.0	0.0008	0.1697
NM_001005506	Txlna	Taxilin alpha	chr4: 129316603–129316544	80	182	−2.0	0.0041	0.3101
NM_001085492	Rere	Arginine glutamic acid dipeptide (RE) repeats	chr4: 149882952–149883011	84	190	−2.0	0.0013	0.2103

### RT-qPCR validation of regulated genes

We performed RT-qPCR analysis of the top 7 up- and downregulated genes in a separate set of PFC samples from α-Gal A^(−/0)^ mice backcrossed with C57BL/6J mice and control C57BL/6J wildtype mice, to validate the differentially expressed genes from the microarray expression profiling. One of the upregulated genes (i.e., Fam83a) had C_T_-values higher than 35 and was therefore excluded from further analysis. For the remaining upregulated genes, we validated that 3/6 genes (i.e., Fxyd2, Cdhr1, and Dynlt1a/1b/1c/1f) showed significant upregulation (Figure 3A, Supplementary Table 1). Furthermore, 5/7 of the downregulated genes (i.e., Zfp932, Gm1987, Sc5d, Hdac1, and S100pbp) showed significant downregulation (Figure 3B, Supplementary Table 1). Altogether, RT-qPCR validation yielded a verification rate of 62%.

**Figure 3:**
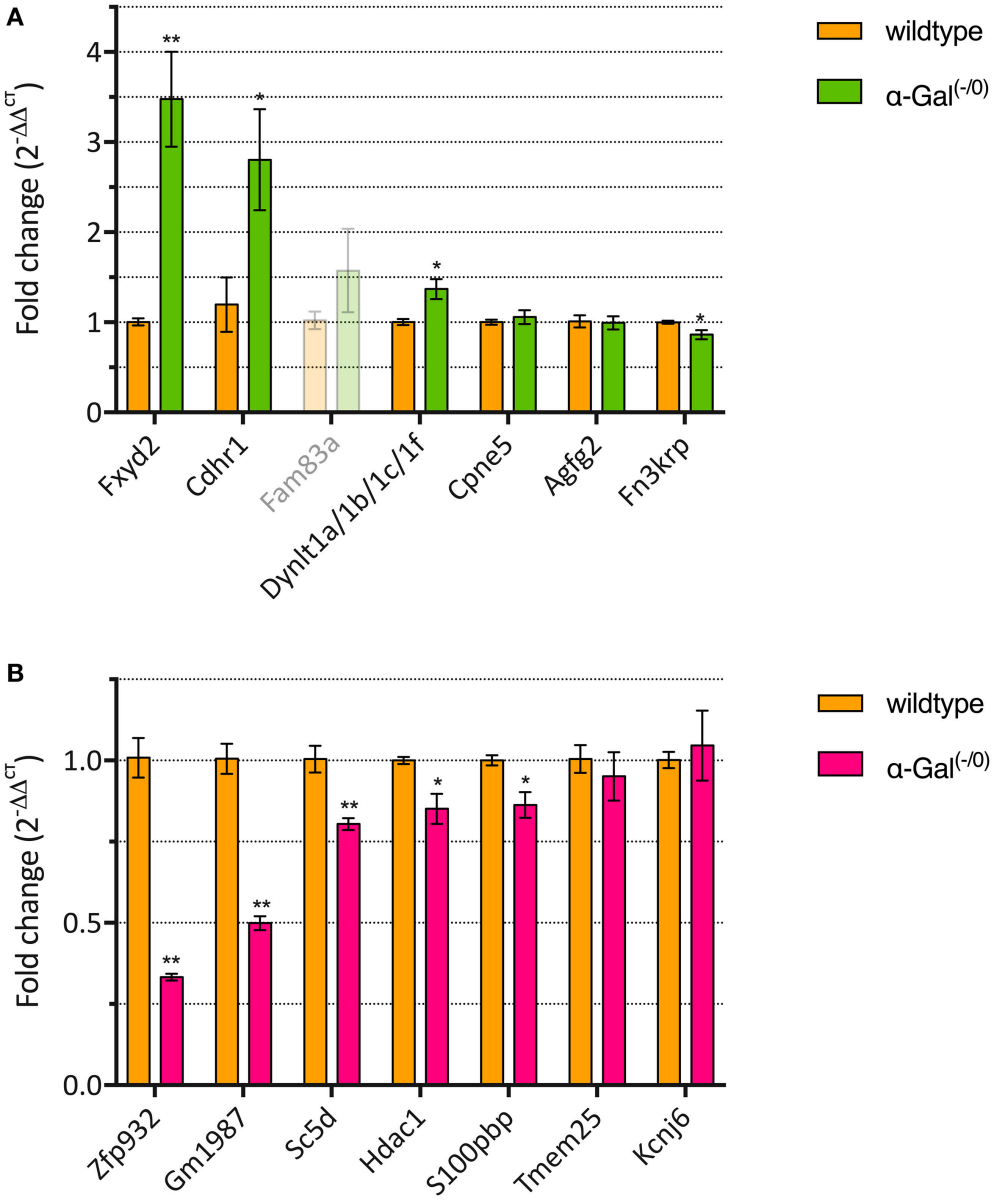
RT-qPCR validation of up- **(A)** and downregulated genes **(B)**. ^*^p < 0.05, ^**^p < 0.01.

### Enriched pathways and protein-protein interactions for upregulated mRNAs

Performing enrichment analysis of the 135 upregulated genes neither revealed Gene Ontology processes, nor KEGG pathways. Also, PPI analysis of the significantly upregulated mRNAs revealed no significant PPI enrichment (*p* = 0.59; Figure 4).

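The higher transcripts of the network in Figure 4 belong to several kinds of genes. Lck, a kinase of T cell receptor signaling, rose by 0.43 (standard error 0.061, adjusted p = 0.018), and Ets1, a transcription factor, by 0.67 at 1 probe, while its other probe had −0.41 (adjusted p = 0.25). One probe of Khdrbs1, an RNA-binding protein, rose by 0.55 (the other, −0.042) and one of Tollip, an inhibitor of Toll-like receptor signaling, by 0.48 (the others, 0.13 and 0.021), the latter call kept under 6 of 17 other settings. The T cell co-receptor Cd4 had a log2 fold change of 0.42 (adjusted p = 0.076), the neurotrophin receptor Ngfr of 0.84 (adjusted p = 0.11), the hormone-like peptide gene Pthlh of 0.45 (adjusted p = 0.086) and Clps of 0.32 (adjusted p = 0.18). Of 16 tested network genes, each counted by its brightest probe, 8 rose and 8 did not pass the test (13 rose adjusted over the list alone), and since the study chose them on these samples this is not independent evidence. Of 8 lymphocyte markers, Lck was the only one past the test over all probes (2 adjusted over the list alone), and the list did not pass (camera, adjusted p = 0.075). Among lists fixed before the data were examined, the 29 immediate early genes, which neurons switch on with activity, were higher as a list, with a mean log2 fold change of 0.27 (camera, adjusted p = 2.1e-05, but 0.41 with an estimated correlation). Egr2 was the only member past the test over all probes, at 1.12 (standard error 0.17, adjusted p = 0.026), a call kept under 7 of 17 other settings, and 2 members passed adjusted over the list alone. Egr4 had 0.42 and Fos 0.83 (adjusted p = 0.11 and 0.34). The 16 striatum markers were higher as a list (mean log2 fold change 0.57, camera, adjusted p = 2.8e-05), but not with an estimated correlation (adjusted p = 0.53), and no member passed on its own or adjusted over the list alone. Their mean ran from −0.95 to 0.80 between single mice and its genotypes overlapped (exact permutation test, two-sided, p = 0.23).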

**Figure 4:**
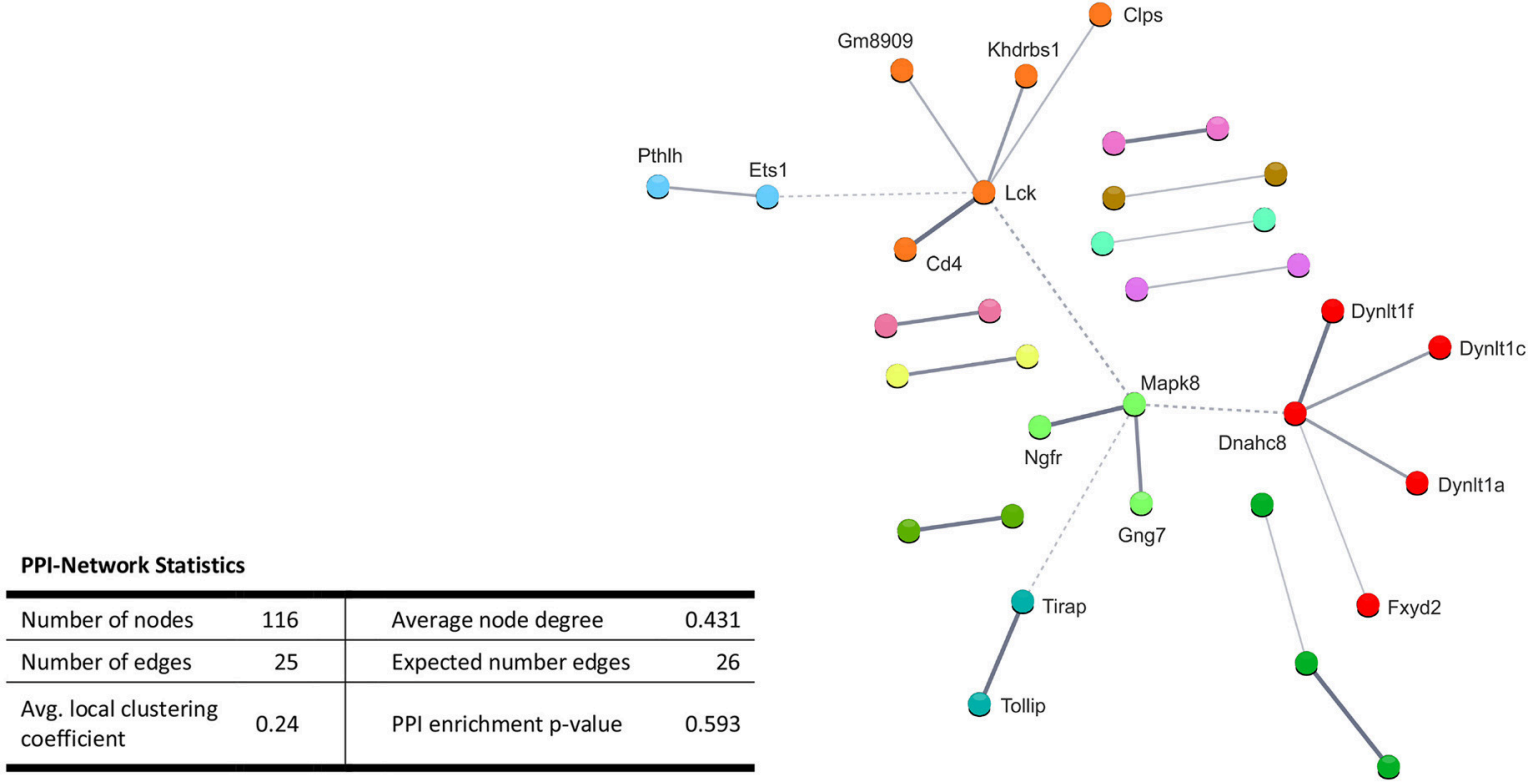
STRING database protein-protein interaction (PPI) networks of significantly *upregulated* genes. Cut-off values, *p* ≤ 0.01, fold change ≥ 1.2. Cluster analysis did not reveal any protein-protein interaction clusters.

### Enriched pathways and protein-protein interactions for downregulated mRNAs

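Lists of immune genes were lower in the prefrontal cortex of α-Gal A(-/0) mice with camera's preset correlation between genes, but none of those given here with an estimated one, and few of their genes passed the test on their own. Several chemokines fell: Ccl9 had a log2 fold change of −1.28 (standard error 0.22, adjusted p = 0.042), Ccl6 of −1.08 and 1 probe of Ccl19 of −0.89 (its others, −0.43 and −0.20), while Ccl4, well above background on all 4 wildtype arrays and on none of the α-Gal A(-/0) arrays, was at least 1.72-fold lower. The calls of Ccl9 and Ccl6 were each kept under 7 of 17 other settings. Of 57 tested genes of cytokines, chemokines and their receptors, 7 fell and none rose over all probes (12 fell adjusted over the list alone), and the list was lower than other genes, with a mean log2 fold change of −0.39 (camera, adjusted p = 9.5e-09, but 0.41 with an estimated correlation). The median was −0.17, so members with large falls weigh on the mean. The Ccl19 probe that fell lies on chromosome 4 from 42250105 to 42250164, near Gm1987 (42232117 to 42232176). Near-identical copies there can share probes, and how far this locus carries the list was not tested. The 47 interferon response genes had the largest mean shift of the immune lists given here, −0.67 (adjusted p = 9.5e-15, but 0.41 with an estimated correlation). Of them, 46 were below 0, although only 2 fell over all probes and 19 adjusted over the list alone. Ifi35 had −0.42 (adjusted p = 0.12). Of the wildtype mice, replicates 1 and 3 had list means of 0.64 and 0.86 and replicates 2 and 4 of −0.18 and 0.015, against −0.46 to −0.18 in α-Gal A(-/0) mice (exact permutation test, two-sided, p = 0.057). Of 65 genes of innate sensing and immune signaling, 3 fell (20 adjusted over the list alone, 2 rose; mean −0.27, adjusted p = 4.9e-09, but 0.41 with an estimated correlation). Of 31 antigen presentation genes, 2 fell and Gm8909 rose (12 and 1 adjusted over the list alone; adjusted p = 1.9e-06, but 0.45 with an estimated correlation), and the nonclassical class I genes H2-T9, H2-T10 and H2-T23 had −1.16, −1.03 and −0.86 (adjusted p = 0.0047, 0.025 and 0.076), the call of H2-T10 kept under 6 of 17 other settings. Of the genes named here, Ccl9, Gm8909, H2-T9 and H2-T10 are in the study's Tables 1 and 2. The study chose these on the same arrays, so they are not independent evidence. The 18 complement genes were lower as a list (adjusted p = 0.014, but 0.53 with an estimated correlation), with none past the test over all probes and 1 adjusted over the list alone, C1ra at −0.71. Markers of myeloid cells were lower too: 19 genes of activated microglia (adjusted p = 0.015, but 0.53 with an estimated correlation) and 10 markers of perivascular and peripheral myeloid cells, such as Mrc1 at −0.49 (adjusted p = 0.0012, but 0.41 with an estimated correlation), were lower as lists. Per mouse, the genotypes were apart in the means of the cytokine and innate sensing lists (exact permutation tests, two-sided, p = 0.029 for both) and overlapped in those of antigen presentation (p = 0.086), complement (p = 0.14), activated microglia (p = 0.057) and perivascular and peripheral myeloid cells (p = 0.086).

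**Figure D3:**
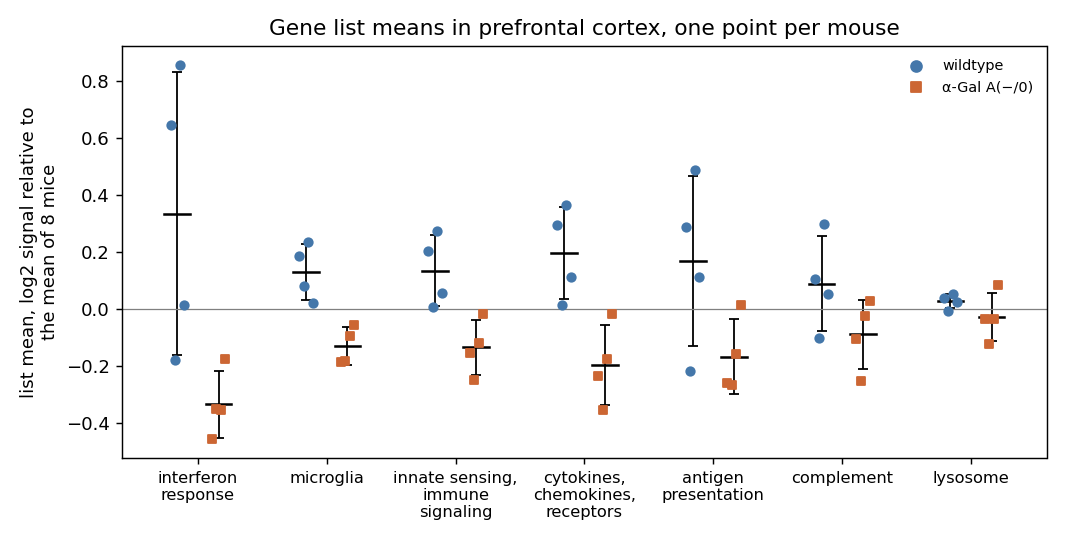
Mean normalized log2 signal of the genes of each list in the prefrontal cortex of each mouse, relative to the mean of the 8 mice. Points are single mice, and lines and bars are the mean and SD of 4 mice. For the interferon response genes, wildtype replicates 1 and 3 lie highest, at 0.64 and 0.86, and the lysosome genes do not separate the genotypes (exact permutation p = 0.31).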

Enrichment analysis of the 246 significantly downregulated genes revealed a number of regulated pathways, including immune related pathways (e.g., immune system process, immune/defense responses, regulation of cytokine production) and signaling pathways (e.g., regulation of cell communication, regulation of signaling, positive regulation of transport; Table 3).

**Table 3:** Enrichment-analysis for *downregulated* mRNAs in α-Gal^(−/0)^ vs. wildtype mice using Gene Ontology and KEGG pathway annotations.

**Pathway ID**	**Pathway description**	**Count in network**	**False discovery rate**
**BIOLOGICAL PROCESSES (GO)**					
GO.0050789	Regulation of biological process	94	0.0382
GO.0050794	Regulation of cellular process	91	0.0355
GO.0048518	Positive regulation of biological process	61	0.0466
GO.0048583	Regulation of response to stimulus	43	0.0350
GO.0051239	Regulation of multicellular organismal process	40	0.0073
GO.0010646	Regulation of cell communication	39	0.0355
GO.0023051	Regulation of signaling	37	0.0455
GO.0002376	Immune system process	35	< 0.0001
GO.0006955	Immune response	26	< 0.0001
GO.0006952	Defense response	22	0.0073
GO.0040011	Locomotion	21	0.0355
GO.0051241	Negative regulation of multicellular organismal process	20	0.0466
GO.0051050	Positive regulation of transport	19	0.0355
GO.0001817	Regulation of cytokine production	17	0.0014
GO.0030155	Regulation of cell adhesion	15	0.0355
GO.0045087	Innate immune response	14	0.0073
GO.0006935	Chemotaxis	13	0.0244
GO.0002252	Immune effector process	12	0.0244
GO.0007159	Leukocyte cell-cell adhesion	10	0.0423
GO.0001818	Negative regulation of cytokine production	9	0.0244
GO.2000249	Regulation of actin cytoskeleton reorganization	4	0.0438
GO.0032606	Type I interferon production	3	0.0355
GO.0002880	Regulation of chronic inflammatory response to non-antigenic stimulus	2	0.0466

*Whole genome was used as statistical background*.

In addition, the PPI analysis of significantly downregulated mRNAs showed a significant PPI enrichment (*p* < 0.0001; Figure 5). The number of actually observed edges (*n* = 187) exceeded the expected number of edges (*n* = 73) by 156%. When taking a closer look at the PPI network, three clusters of highly interconnected proteins became apparent. Enrichment analysis of these clusters showed that those genes were involved in different pathways (Table 4). 

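Ifnar1, a subunit of the type I interferon receptor, had the firmest difference among the genes of the blue cluster in Figure 5, with a log2 fold change of −0.81 (standard error 0.067, adjusted p = 0.00085) at 1 probe, while its other probes had −0.26 and 0.01. Also in this cluster, Dtx3l, a ubiquitin ligase induced by interferon, fell to −0.67, the interferon-induced GTPase Gbp7 to −0.85, the transcription factor Irf5 to −0.50 and 1 probe of the mitochondrial sensor regulator Nlrx1 to −0.76 (the other, 0.16). The calls of Dtx3l, Gbp7 and Irf5 were kept under 7 of 17, 7 of 17 and 6 of 17 other settings. Tnfsf10 had −0.90 (adjusted p = 0.12), the RNA sensor Ifih1 −0.58 (adjusted p = 0.12), the DNA sensor adaptor Tmem173 −0.31 (adjusted p = 0.13) and Gvin1 −0.87 (adjusted p = 0.052). With each gene counted by its brightest probe, 4 of the 9 blue cluster genes fell over all probes and 8 adjusted over the list alone. In the green cluster, the macrophage pore protein Mpeg1 fell to −0.88 (standard error 0.12, adjusted p = 0.016) at 1 probe (the other, −0.54) and 1 probe of the kinase Fes to −0.51 (the other, −0.32), as did AF251705 to −0.66, a call kept under 6 of 17 other settings. The myeloid transcription factor Irf8, the oxidase subunit Ncf4, the adaptor Hcst and the vessel growth factor Angpt1 had −0.48, −0.59, −0.59 and −0.38, with adjusted p values of 0.068, 0.07, 0.14 and 0.11. Of its 11 genes, 4 fell over all probes and 11 adjusted over the list alone. In the pink cluster, Rere, a corepressor, fell to −1.01 (standard error 0.16, adjusted p = 0.027) and Bcl9l, a coactivator of β-catenin, to −0.78, calls kept under 9 of 17 and 7 of 17 other settings. The histone gene Hist2h2bb had −0.47 (adjusted p = 0.08), and the 2 probes of the chromatin remodeling subunit Baz1a went opposite ways, −0.30 and 0.87. Of its 8 genes, 4 fell over all probes and 6 adjusted over the list alone. All 3 clusters were chosen by the study from these samples, so their counts are not independent evidence.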

The blue and green clusters were related to the immune system (e.g., immune response—GO:0006955, interferon production—GO:0032479, cytokine production—GO:0001817), whereas the pink cluster was associated with DNA modification and gene expression (e.g., gene expression—GO:0010467, DNA binding—GO:0003677).

**Figure 5:**
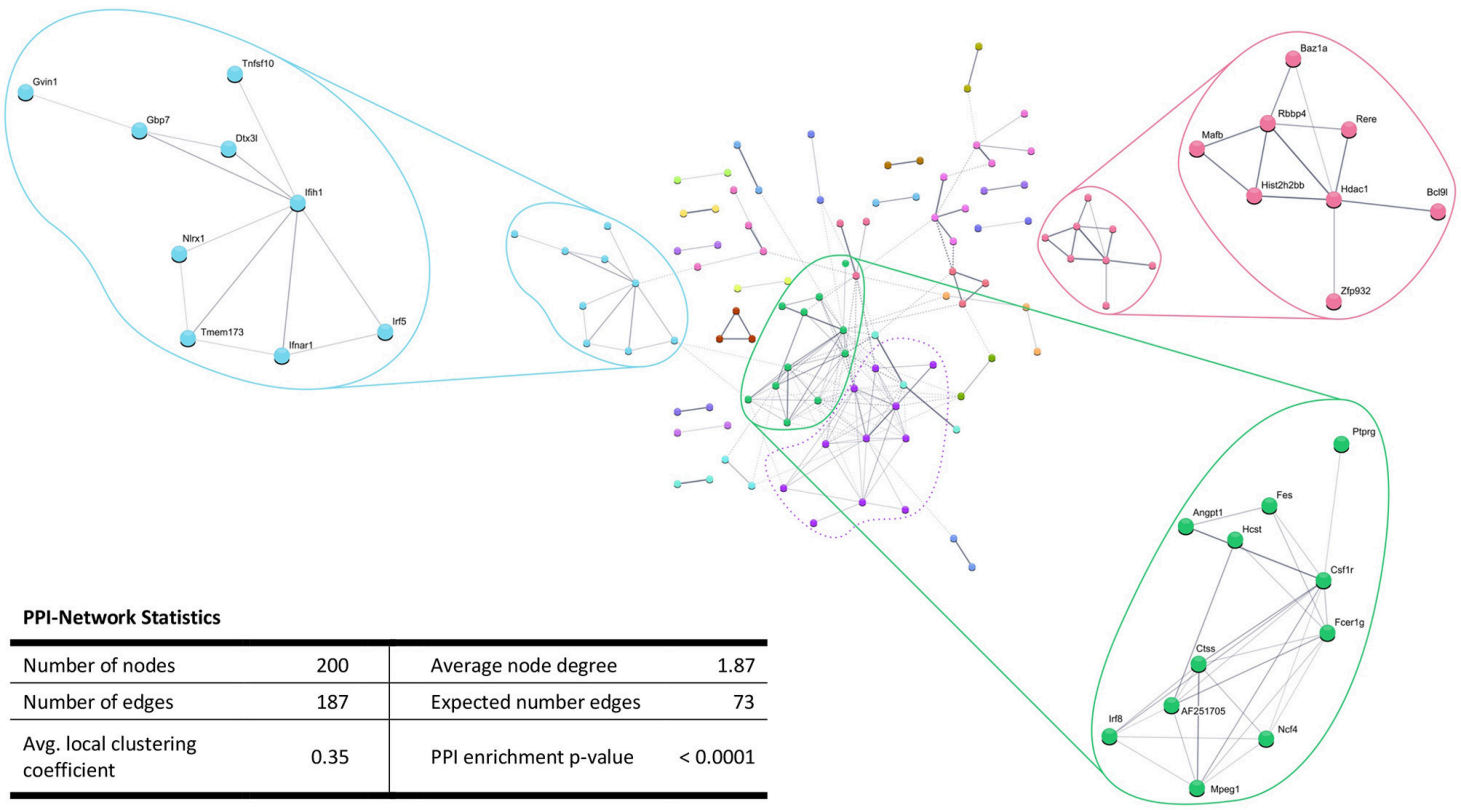
STRING database protein-protein interaction (PPI) networks of significantly *downregulated* genes. Cut-off values, *p* ≤ 0.01, fold change ≥ 1.2. Cluster analysis revealed four clusters of interacting proteins, of which one (purple cluster) did not show significantly enriched pathways and processes.

**Table 4:** GO Biological processes and molecular functions of PPI-clusters from *downregulated* mRNAs in α-Gal^(−/0)^ vs. wildtype mice.

**Pathway ID**	**Pathway description**	**Count in network**	**False discovery rate**
**BLUE CLUSTER**			
GO:0002376	Immune system process	6	0.0054
GO:0006955	Immune response	5	0.0052
GO:0006952	Defense response	5	0.0074
GO:0032479	Regulation of type I interferon production	4	< 0.0001
GO:0051607	Defense response to virus	4	0.0006
GO:0045087	Innate immune response	4	0.0077
GO:0032481	Positive regulation of type I interferon production	3	0.0009
GO:0032648	Regulation of interferon-beta production	3	0.0011
GO:0032606	Type I interferon production	2	0.0054
GO:0032728	Positive regulation of interferon-beta production	2	0.0416
**GREEN CLUSTER**			
GO:0002376	Immune system process	7	0.0069
GO:0032879	Regulation of localization	7	0.0155
GO:0051049	Regulation of transport	6	0.0246
GO:0001817	Regulation of cytokine production	5	0.0069
GO:1903530	Regulation of secretion by cell	5	0.0110
GO:0006955	Immune response	5	0.0155
GO:0051050	Positive regulation of transport	5	0.0239
GO:0001819	Positive regulation of cytokine production	4	0.0155
GO:0006935	Chemotaxis	4	0.0239
GO:0050707	Regulation of cytokine secretion	3	0.0239
**PINK CLUSTER**			
GO:0006351	Transcription, DNA-templated	7	0.0007
GO:0006355	Regulation of transcription, DNA-templated	7	0.0018
GO:0010467	Gene expression	7	0.0027
GO:0003677	DNA binding	6	0.0062
GO:0006357	Regulation of transcription from RNA polymerase II promoter	5	0.0202
GO:0043565	Sequence-specific DNA binding	5	0.0061
GO:0006338	Chromatin remodeling	4	0.0005
GO:0051276	Chromosome organization	4	0.0190
GO:0000976	Transcription Regulatory Region Sequence-Specific DNA binding	4	0.0193
GO:0042826	Histone deacetylase binding	3	0.0061
GO:0000183	Chromatin silencing at rDNA	2	0.0140
GO:0043044	ATP-dependent chromatin remodeling	2	0.0221
GO:0001106	RNA polymerase II transcription corepressor activity	2	0.0223

### Regulation of ion channels, receptors, and signaling proteins

To link the cognitive deficits associated with FD to an impairment of cortical neuron function, we specifically screened the microarray dataset for genes related to ion channels, receptors, synapse and signaling proteins. We found that two potassium channels (i.e., Kcnj13 and Kcnj6), as well as the neuropeptide S (Npsr1) and adenosine A2b receptors (Adora2b) were downregulated (Supplementary Table 2). 

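Kcnj6, the G protein-gated inward rectifier GIRK2, was 3.16-fold lower in α-Gal A(-/0) mice. Its probe, on chromosome 16 from 95053973 to 95054032, had a log2 signal of 6.58 ± 0.078 (SD, n = 4) in α-Gal A(-/0) mice and of 8.24 ± 0.11 (SD, n = 4) in wildtype mice, a log2 fold change of −1.66 (standard error 0.074, adjusted p = 3.3e-05). The paper's RT-qPCR on backcrossed mice, not analysed here, reports no significant change of Kcnj6. Npsr1, the receptor of neuropeptide S, had −0.91 (standard error 0.079, adjusted p = 0.0011) at its probe on chromosome 9. The inward rectifier Kcnj13 had −0.27 and −0.21 at its probes (adjusted p = 0.17 and 0.49), and the adenosine receptor Adora2b −0.36 and −0.13 (adjusted p = 0.11 and 0.6), so neither passed the test over all probes. Kcnj6 was the only one of 63 tested potassium channel genes to fall, over all probes and adjusted over the list alone, and the list as a whole did not pass (camera, adjusted p = 0.1). Of 57 neuromodulator receptor genes, Npsr1 was the only one past the test over all probes, 2 fell and 1 rose adjusted over the list alone, and the list did not pass (adjusted p = 0.97).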

Validation of some of these differentially expressed genes was, however, problematic possibly due to dilution of neuronally expressed genes by genes from glial or other cell types. The delta chemokine receptor Cx3cr1 was also downregulated. 

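Cx3cr1, the fractalkine receptor of microglia on chromosome 9, had log2 fold changes of −0.29, −0.19 and −0.17 at its 3 probes, none past the test (adjusted p = 0.18, 0.39 and 0.48). Of 28 tested microglia markers, 24 were lower and 4 higher in α-Gal A(-/0) mice. Csf1r and Mpeg1 were among those that fell over all probes. Adjusted over the list alone, 15 fell and 1 rose, the one that rose being the fructose transporter Slc2a5. The mean of the list was −0.13 ± 0.065 (SD, n = 4) in α-Gal A(-/0) mice and 0.13 ± 0.10 (SD, n = 4) in wildtype mice, relative to the mean of all 8 mice, and every wildtype mouse lay above every α-Gal A(-/0) mouse (exact permutation test, two-sided, p = 0.029, the smallest that 4 mice against 4 allow). Against all other genes the list was lower (camera, adjusted p = 7.9e-09), but not with an estimated correlation (adjusted p = 0.41).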

Further, we found that ten different receptor tyrosine kinases (e.g., Il1rap, Il3ra, etc.) and protein tyrosine phosphatases (i.e., Ptprb and Ptprg) were downregulated. Furthermore, a number of synapse and signaling proteins were downregulated in the screen. 

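Il3ra, the receptor of interleukin 3, fell to a log2 fold change of −0.79 (standard error 0.079, adjusted p = 0.0028), and the inhibitory antibody receptor Fcgr2b, on chromosome 1, to −0.77 (standard error 0.14, adjusted p = 0.049), a call kept under 5 of 17 other settings. Il1rap, the accessory chain of the interleukin 1 receptor, had −0.43, −0.19 and −0.092 at its probes, the first with an adjusted p of 0.053. The phosphatase Ptprb, expressed in vessels and neurons, had −0.32, −0.39 and −0.26 (adjusted p = 0.059, 0.17 and 0.44), and Ptprg −0.44, 0.032 and −0.093 (adjusted p = 0.14, 0.91 and 0.66). Of the 9 genes the study groups here, 4 fell over all probes, none rose, and 8 fell and 1 rose adjusted over the list alone, a list chosen by the study on these samples and thus not independent evidence. Over the whole families, 1 of 51 tested receptor tyrosine kinases fell, over all probes and adjusted over the list alone, with Flt1 and Egfr next at −0.25 and −0.22, and the list did not pass (camera, adjusted p = 0.16). Of 19 receptor protein tyrosine phosphatases none passed over all probes and 2 fell adjusted over the list alone (camera, adjusted p = 0.2).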

The mRNA levels of the synaptic proteins Synaptoporin (Synpr), Synaptojanin 2 (Synj2), the active zone protein Rims1 and Snap25, as well as the signaling proteins RAS protein activator Rasal3 and the G-protein signaling modulator Gpsm3 were decreased.

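None of the synaptic genes in this group passed the test over all probes, and their log2 fold changes were small and negative. Rims1, a scaffold of the active zone, had log2 fold changes of −0.37 and −0.24 at its probes (adjusted p = 0.078 and 0.65), Synj2, a lipid phosphatase of vesicle recycling, of −0.51, −0.30 and −0.25 (adjusted p = 0.08, 0.26 and 0.45), and the vesicle protein Synpr of −0.51 and −0.12 (adjusted p = 0.1 and 0.64). Snap25, a protein of the vesicle fusion complex, had −0.31 (standard error 0.075, adjusted p = 0.15), the RAS regulator Rasal3 −0.84 (standard error 0.16, adjusted p = 0.07) and Gpsm3 −0.33 (standard error 0.082, adjusted p = 0.16). For each gene the probe named first had all 4 α-Gal A(-/0) mice below all 4 wildtype mice. Of 51 tested genes of synaptic vesicles and the active zone, none passed over all probes, Rims1 alone fell adjusted over the list alone, and the list as a whole did not pass (camera, adjusted p = 0.32), with a mean log2 fold change of −0.032. Of the 10 genes in the study's own group of synapse and signaling proteins, Mapk8 alone passed over all probes, and it rose, while 6 fell and 1 rose adjusted over the list alone, which is not independent evidence since they were chosen on these samples.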

In contrast, the nicotinic acetylcholine receptor α-subunit 4 and the low-density lipoprotein receptor sortillin-related receptor (Sorl1) were upregulated in our screen, as were the toll-interleukin 1 receptor domain-containing adaptor protein (Tirap), the mitogen-activated proteins Mapk8 and Mapk1ip1l, and the G-protein Gng7. These findings suggest that indeed functional changes occur in the brain as a consequence of α-Gal A depletion which, may affect synaptic signaling and information processing in cortical circuits.

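Sorl1, a sorting receptor that binds the amyloid precursor protein, had 1 probe that rose, with a log2 fold change of 0.81 (standard error 0.072, adjusted p = 0.0013), and 1 that went the other way, at −0.36 (standard error 0.064, adjusted p = 0.05). Of the probes of Mapk8, the kinase JNK1 on chromosome 14, 1 rose, by 0.48 (standard error 0.061, adjusted p = 0.0097), and the others had −0.51 and −0.19 (adjusted p = 0.22 and 0.54). Chrna4, the α4 subunit of the nicotinic receptor, had 1.25 (standard error 0.35, adjusted p = 0.22) at one probe and 0.46 (standard error 0.10, adjusted p = 0.11) at the other. Tirap, an adaptor of Toll-like receptors, had 0.68 (standard error 0.15, adjusted p = 0.11), the highest probe of Mapk1ip1l 0.42 (standard error 0.085, adjusted p = 0.084) and, of the probes of the G protein subunit Gng7, that with the lowest p 0.40 (standard error 0.08, adjusted p = 0.086). The other probes of Mapk1ip1l had 0.14 and −0.11, and those of Gng7 0.49 and 0.40.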

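Over whole gene families, the receptors of the main transmitters showed no shift between the genotypes. None of 25 tested glutamate receptor genes and none of 14 GABA receptor genes passed limma's test, over all probes or adjusted over the list alone, with mean log2 fold changes of −0.02 and −0.0078 (camera, adjusted p = 0.97 and 0.91). The differences named in the screen were in single genes, and for Sorl1, Mapk8 and Ifnar1 they were seen at some of the probes. From the lower and higher transcripts of this section, the paper proposes that functional changes occur in the brain with depletion of α-Gal A and that they may affect synaptic signaling and information processing in cortical circuits.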

## Discussion

FD patients exhibit small fiber neuropathy with pain symptoms already in early childhood, which are thought to arise from accumulation of the glycolipid Gb3 specifically in DRG neurons and peripheral nerves (Kocen and Thomas, 1970; Ohnishi and Dyck, 1974; Bangari et al., 2015; Godel et al., 2017). However, neuronal accumulation of Gb3 not only occurs in DRGs and peripheral nerves, but also in central nervous system tissues, like the spinal cord, medulla oblongata, hypothalamus, amygdala, substantia nigra, raphe nuclei, hippocampus, and cortical layers 5/6 (de Veber et al., 1992; Itoh et al., 2001; Khanna et al., 2010; Tuttolomondo et al., 2013a,b). Besides accumulation in neurons, glycolipid deposits are also found in the walls of cerebral vessels, leading to occlusion of blood vessels with malperfusion of different brain areas (Tagliavini et al., 1982; Itoh et al., 2001; Reisin et al., 2011; Tuttolomondo et al., 2013a), acute ischemia and stroke (Fazekas et al., 2013), microstructural damage and white matter lesions (Fellgiebel et al., 2012; Paavilainen et al., 2013; Sigmundsdottir et al., 2014; Underhill et al., 2015). Even mutations in the GLA gene that were considered asymptomatic are associated with neuronal damage (Lenders et al., 2013).

In line with these findings, cognitive deficits frequently occur in FD patients: Besides decreased health-related quality of life, which itself already constitutes a debilitating factor for affected patients, an increased risk for depression, anxiety, acute psychotic symptoms, as well as personality and behavioral changes is associated with FD (Bolsover et al., 2014). In addition, deficits in general intellectual functioning, speed of information processing, reasoning, verbal fluency and problem solving are frequent (Sigmundsdottir et al., 2014), whereas alterations of memory and attentional performance are controversially discussed: While in a study of Sigmundsdottir et al. (2014) no differences in memory and attention are reported, Schermuly et al. (2011) present evidence for deficits in the attention domain, as well as learning and memory deficits that correlate with the extent of white matter lesions. Also, FD patients can develop progressive and significant hippocampal volume loss over an 8-year observation period (Lelieveld et al., 2015).

Based on these studies on the involvement of circuits responsible for attention and executive function, we for the first time investigated differences in mRNA expression in the PFC of a well-accepted FD mouse model [α-Gal A^(−/0)^]. An FD specific gene expression profile was discovered in murine brain samples with 381 differentially expressed genes. Of those, 135 genes were significantly up-, and 246 were significantly downregulated. Involved pathways comprised mainly immune system processes, cytokine production and cell signaling. This finding correlates well with previous studies in humans, showing that lysosomal storage disorders, and particularly FD, are associated with deficits in innate and adaptive immunity (Daly et al., 2000; Hawkins-Salsbury et al., 2011; Mauhin et al., 2015). Especially the downregulated genes in the green and blue clusters were associated with immune system related pathways (Table 4). Interestingly, age-related cognitive decline is associated with exacerbated neuroinflammatory responses in the aging brain (David et al., 1997; Viviani and Boraso, 2011; Corona et al., 2012; Farso et al., 2013; Xie et al., 2017), and the brains from aged animals show increased cytokine and chemokine levels (Bodles and Barger, 2004; Lynch et al., 2010). These might be caused by activated microglia, which constitute the major source of inflammatory cytokines and chemokines in the central nervous system (Hanisch and Kettenmann, 2007; Kettenmann et al., 2011). So far, however, microglia involvement has not been systematically explored in FD.

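Hdac1, a histone deacetylase on chromosome 4, was lower in α-Gal A(-/0) mice at all of its 3 probes, with log2 fold changes of −1.79, −1.36 and −0.61. At the first of these, from 129193527 to 129193586, the log2 signal was 9.19 ± 0.24 (SD, n = 4) in α-Gal A(-/0) mice and 10.98 ± 0.061 (SD, n = 4) in wildtype mice (standard error of the difference 0.11, adjusted p = 0.00021). Of 62 tested genes of histone deacetylases and chromatin remodeling, 2 fell, Hdac1 and Rere, and none rose, over all probes and adjusted over the list alone, and the list as a whole did not pass (camera, adjusted p = 0.17). The remodeling ATPase Smarca2 had −0.22 (adjusted p = 0.31).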

Another cluster that emerged in our analysis was associated with DNA binding, chromatin remodeling and gene expression (Table 4, pink cluster). Several studies show that lysosomal storage disorders are associated with epigenetic changes (Hassan et al., 2017). Differential methylation patterns and decreased expression of DNA methyltransferase 3a are found in cerebellar neurons of a mouse model for presymptomatic Niemann-Pick type C disease (Kennedy et al., 2016) and Hubner et al. (2015) provide the only report on alteration of calcitonin receptor promotor methylation in FD patients on enzyme replacement therapy. Histone modifications as well as the efficacy of HDAC inhibitors have been investigated for Niemann-Pick type C (Helquist et al., 2013) and Gaucher disease (Lu et al., 2011). Regarding FD, evidence is available from transgenic mouse fibroblasts overexpressing a human α-Gal A mutation that HDAC inhibition rescues α-Gal A trafficking blockade, but without an effect on lysosomal Gb3 storage (Yam et al., 2007). Finally, another possibility of regulating gene expression is through non-coding RNAs, particularly microRNAs, and dysregulation of microRNAs occurs in the Niemann-Pick type C as well as Gaucher type lysosomal storage disorders (Queiroz et al., 2016). However, respective knowledge on microRNA dysregulation in FD is unavailable to date.

Regarding the cognitive deficits, several ion channels, such as Kcnj13 or Kcnj6, and ion channel modulators were deregulated in the present screen. Some of them, e.g., Kir7.1 (Kcnj13) are critically involved in setting neuronal excitability and firing activity (Ghamari-Langroudi et al., 2015). G protein-coupled inwardly rectifying potassium (GIRK/Kir3) channels such as Girk2 (Kcnj6) are key effectors in inhibitory signaling pathways. GIRK-dependent signaling contributes to pain perception, reward-related behavior, mood, cognition and addiction (Lujan et al., 2014). In particular, several Kcnj6 “pain risk” alleles are known to date (Bruehl et al., 2013), and neuroprotective roles of GIRK channels are emerging (Sanchez-Rodriguez et al., 2017), supporting a potential contribution of Kcnj6 downregulation in the cognitive decline of FD patients with age.

Few of the significantly regulated genes discovered in the present study are associated with aging- or disease-related pathophysiological changes: Neuropeptide S modulates arousal and produces anxiolytic-like effects (Xu et al., 2004; Okamura and Reinscheid, 2007), therefore the downregulation of neuropeptide S receptor (Npsr1) found in the current screen could be linked to the increased anxiety-like behavior found in FD mice (Hofmann et al., 2017). The Interferon alpha/beta receptor Ifnar1 is associated with sickness behavior and cognitive dysfunction, which frequently occurs upon Type 1 Interferon treatment in humans and in patients with autoimmune disorders (Blank et al., 2016), and lack of Ifnar1 causes Lewy Body- and Parkinson's disease-like dementia (Ejlerskov et al., 2015). 

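Rbbp4, a histone-binding subunit of several chromatin complexes, lies on chromosome 4 and was measured by 2 probes. One of them, from 128984623 to 128984682, had a log2 signal of 7.30 ± 0.18 (SD, n = 4) in α-Gal A(-/0) mice and of 8.35 ± 0.15 (SD, n = 4) in wildtype mice, a log2 fold change of −1.05 (standard error 0.11, adjusted p = 0.0037). The other probe had 0.041 (standard error 0.055, adjusted p = 0.81).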

The histone-binding protein Rbbp4, which was downregulated in our screen, is involved in age-related memory loss, and inhibition of this gene causes hippocampus dependent memory deficits in young mice (Pavlopoulos et al., 2013). Early life stress leads to decreased HDAC1 levels targeting promoters of plasticity-associated genes, e.g., the transcription factor Egr2, while at the same time triggering persistent impairment in working memory and attention (Adler and Schmauss, 2016). Neuronal expression of the protein tyrosine phosphatase Ptprb is involved in neurito- and synaptogenesis (Hayashi et al., 2005), and Interleukin 1 modulates hippocampal neuron function by potentiation of NMDA-induced calcium influx (Huang et al., 2011). The lysosomal cysteine proteinase Ctss and the high affinity IgE receptor gamma subunit Fcer1g, which were both downregulated in the current study, are associated with Alzheimer's disease (AD), and in particular, Fcer1g is considered as a risk factor for AD (Taguchi et al., 2005; Castillo et al., 2017). 

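Ctss, the lysosomal protease cathepsin S on chromosome 3, had a log2 fold change of −0.70 (standard error 0.14, adjusted p = 0.086), with a log2 signal of 13.08 ± 0.17 (SD, n = 4) in α-Gal A(-/0) mice and of 13.78 ± 0.27 (SD, n = 4) in wildtype mice. Fcer1g, a signaling chain of antibody receptors on chromosome 1, had −0.44 (standard error 0.11, adjusted p = 0.17). For both genes all 4 α-Gal A(-/0) mice lay below all 4 wildtype mice, and neither passed limma's test over all probes. The study chose both genes on these samples, so their separation is not independent evidence. The list of 51 tested lysosome genes did not pass as a whole (camera, adjusted p = 0.19).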

Ctss is also related to amyotrophic lateral sclerosis (ALS) (Berjaoui et al., 2015). Although ALS represents a neurodegenerative disorder that predominantly affects the motor system, cognitive decline and behavioral symptoms occur in ALS patients (Phukan et al., 2007), and mutations in Macrophage colony-stimulation factor 1 receptor (Csf1r), a gene that interacts with both Ctss and Fcer1g, causes axonal spheroids as a sign of Wallerian degeneration (Lynch et al., 2016). Csf1r, which was downregulated in our screen, facilitates protection and survival of uninjured neurons in the hippocampus and cortex (Luo et al., 2013), and Csf1r signaling via administration of Csf1 ameliorates memory deficits in an Alzheimer's disease mouse model (Boissonneault et al., 2009). 

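Csf1r, the receptor that keeps microglia alive, lies on chromosome 18 and was measured by 3 probes. One probe, from 61290725 to 61290784, had a log2 signal of 14.01 ± 0.014 (SD, n = 4) in α-Gal A(-/0) mice and of 14.45 ± 0.087 (SD, n = 4) in wildtype mice, a log2 fold change of −0.44 (standard error 0.059, adjusted p = 0.013). The others had −0.36 (adjusted p = 0.065) and 0.59 (adjusted p = 0.65), the latter with a wide standard error of 0.45.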

Finally, Interleukin 3 has been shown to protect cortical neurons from neurodegeneration (Zambrano et al., 2007). Thus, our findings support the idea that neurodegeneration may constitute a so far neglected entity of FD pathology in the peripheral and the central nervous system.

Interestingly, significantly regulated genes in the current screen were to a large extent similar to those from our recently published gene expression analysis of α-Gal A^(−/0)^ mouse DRGs (Kummer et al., 2017). Similar to DRGs, immune system related pathways (e.g., “immune response”, “defense response”, etc.) were overrepresented. Also, the most differentially expressed genes (i.e., Pmepa1, S100pbp, Tmem25, Hdac1, Zfp932, Pyroxd2, Dynlt1c, Dynlt1f) as well as predicted genes (i.e., Gm1987, Gm3893, Gm13298, 4933409K07Rik, 2310058N22Rik, 1190007I07Rik, A930033H14Rik) were strongly regulated in both PFC and DRG samples. 

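In the prefrontal cortex, all 15 genes named here passed limma's test over all probes at 1 probe or more, 12 lower and 3 higher in α-Gal A(-/0) mice. Pmepa1, a membrane protein that dampens TGF-β signaling, fell at both of its probes on chromosome 2, with log2 fold changes of −1.12 (standard error 0.067, adjusted p = 0.00016) and −0.51. Pyroxd2, a predicted oxidoreductase on chromosome 19, had −1.48 (standard error 0.21, adjusted p = 0.017), a call kept under 9 of 17 other settings, and the transcripts 2310058N22Rik on chromosome 12 and 1190007I07Rik on chromosome 10 had −1.57 and −1.13. A930033H14Rik, also on chromosome 10, rose by 1.22 (standard error 0.16, adjusted p = 0.013). The study chose these genes partly on these samples, so their count is not independent evidence, and dorsal root ganglia were not analysed here.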

Altogether, 113 individual genes were significantly regulated in both neuronal tissue types, suggesting a pan-neuronal effect that might be a hallmark and the underlying cause of neuron abnormalities leading to changes in excitability and signal transduction in FD.

Particularly strenuous for FD patients are the pain attacks they experience already in adolescence (Germain, 2010). In addition to the altered gene expression in DRGs, gene expression changes in relevant brain areas may play a critically important part in the development of the FD pain phenotype. Both prefrontal and sensory cortices, but also insular cortex and basal ganglia circuits are actively involved in the perception of chronic neuropathic pain (Xie et al., 2009), and white matter lesions affecting projections to these brain regions are likely involved in the amplified pain perception of FD patients. Irrespective of whether the cognitive deficits in FD are directly caused by a neuronal dysfunction due to changes in gene expression and regulation, or if they are caused indirectly by deficits in blood supply of specific brain regions, they constitute an important clinical problem.

Different limitations have to be considered when evaluating the current data analysis. Although the α-Gal A^(−/0)^ mouse model closely resembles the underlying genetics of FD patients, alternative FD mouse models have been developed, as for example the G3Stg/GLA^(−/−)^ mouse, which expresses human Gb3 synthase (Taguchi et al., 2013), or the NOD/SCID immune deficiency mouse that also shows tissue specific Gb3 accumulation, although without clinical manifestation (Pacienza et al., 2012). It would be important to investigate if similar genes and pathways are affected in those mouse models. Also, the general moderate statistical power of gene expression screens due to the low number of tested cases—in the current experiment four per group—should be considered. Although the genotype of inbred genetically modified mouse lines can be assumed to be similar, genetic variations between individuals can exist. When performing gene expression screens in small cohorts, the probability of false positive results is high, due to the large number of multiple comparisons performed for all genes tested. Therefore, different methods of FDR (false discovery rate) corrections have been introduced for large scale genetic studies. These FDR corrections drastically reduce the number of false positively reported changed genes, but on the other hand dramatically increase the number of false negatives (Park and Mori, 2010). As a result, genes that are actually differentially expressed might be judged as not being significantly changed, and therefore might be disregarded in subsequent validation experiments. Exceedingly stringent correction of gene expression analysis over-emphasizes true positive genes and shifts the results toward a true-positive/false-negative bias. The presented analysis was designed to nevertheless provide a weighed analysis, neither overestimating false-positives, nor false-negatives, due to the moderate stringency applied.

In the present screen we make use of a genetic FD mouse model to provide first knowledge on gene expression signatures and pathways other than Gb3 accumulation in central nervous system neuronal tissue that may be involved in FD pathogenesis.

## Author contributions

KK, ML and MK designed the study. KK, TK, ML and MM performed the data collection, analyzed and interpreted the data. KK and MK wrote the manuscript. TK, MM and ML critically reviewed the contents of the paper and suggested substantial improvements. All authors have approved the final version of the manuscript.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## References

[B1] AdlerS. M.SchmaussC. (2016). Cognitive deficits triggered by early life stress: the role of histone deacetylase 1. Neurobiol. Dis. 94, 1–9. 10.1016/j.nbd.2016.05.01827260837PMC4983517

[B2] BangariD. S.AsheK. M.DesnickR. J.MaloneyC.LydonJ.PiepenhagenP.. (2015). Alpha-galactosidase a knockout mice: progressive organ pathology resembles the type 2 later-onset phenotype of Fabry disease. Am. J. Pathol. 185, 651–665. 10.1016/j.ajpath.2014.11.00425553976

[B3] BenjaminiY.HochbergY. (1995). Controlling the false discovery rate - a practical and powerful approach to multiple testing. J. R. Stat. Soc. Ser. B Methodol. 57, 289–300.

[B4] BerjaouiS.PovedanoM.Garcia-EsparciaP.CarmonaM.AsoE.FerrerI. (2015). Complex inflammation mRNA-related response in ALS is region dependent. Neural Plast. 2015:573784 10.1155/2015/57378426301107PMC4537753

[B5] BlankT.DetjeC. N.SpiessA.HagemeyerN.BrendeckeS. M.WolfartJ.. (2016). Brain endothelial- and epithelial-specific interferon receptor chain 1 drives virus-induced sickness behavior and cognitive impairment. Immunity 44, 901–912. 10.1016/j.immuni.2016.04.00527096319

[B6] BodlesA. M.BargerS. W. (2004). Cytokines and the aging brain - what we don't know might help us. Trends Neurosci. 27, 621–626. 10.1016/j.tins.2004.07.01115374674

[B7] BoissonneaultV.FilaliM.LessardM.ReltonJ.WongG.RivestS. (2009). Powerful beneficial effects of macrophage colony-stimulating factor on beta-amyloid deposition and cognitive impairment in Alzheimer's disease. Brain 132, 1078–1092. 10.1093/brain/awn33119151372

[B8] BolsoverF. E.MurphyE.CipolottiL.WerringD. J.LachmannR. H. (2014). Cognitive dysfunction and depression in Fabry disease: a systematic review. J. Inherit. Metab. Dis. 37, 177–187. 10.1007/s10545-013-9643-x23949010

[B9] BruehlS.DentonJ. S.LonerganD.KoranM. E.ChontM.SobeyC.. (2013). Associations between KCNJ6 (GIRK2) gene polymorphisms and pain-related phenotypes. Pain 154, 2853–2859. 10.1016/j.pain.2013.08.02623994450PMC3845348

[B10] CastilloE.LeonJ.MazzeiG.AbolhassaniN.HaruyamaN.SaitoT.. (2017). Comparative profiling of cortical gene expression in Alzheimer's disease patients and mouse models demonstrates a link between amyloidosis and neuroinflammation. Sci. Rep. 7:17762. 10.1038/s41598-017-17999-329259249PMC5736730

[B11] CocozzaS.PontilloG.QuarantelliM.SaccaF.RiccioE.CostabileT.. (2018). Default mode network modifications in Fabry disease: a resting-state fMRI study with structural correlations. Hum. Brain Mapp. 39, 1755–1764. 10.1002/hbm.2394929315984PMC6866450

[B12] CoronaA. W.FennA. M.GodboutJ. P. (2012). Cognitive and behavioral consequences of impaired immunoregulation in aging. J. Neuroimmune Pharmacol. 7, 7–23. 10.1007/s11481-011-9313-421932047

[B13] DalyT. M.LorenzR. G.SandsM. S. (2000). Abnormal immune function *in vivo* in a murine model of lysosomal storage disease. Pediatr. Res. 47, 757–762. 10.1203/00006450-200006000-0001210832733

[B14] DavidJ. P.GhozaliF.Fallet-BiancoC.WattezA.DelaineS.BonifaceB.. (1997). Glial reaction in the hippocampal formation is highly correlated with aging in human brain. Neurosci. Lett. 235, 53–56. 10.1016/S0304-3940(97)00708-89389594

[B15] DesnickR. J.IoannouY. A.EngC. M. (2001). alpha-galactosidase a deficiency: fabry disease, in The Metabolic and Molecular Bases of Inherited Disease, eds ScriverC. R.BeaudetA. L.SlyW. S.ValleD. (New York, NY: McGraw-Hill), 3733–3774.

[B16] de VeberG. A.SchwartingG. A.KolodnyE. H.KowallN. W. (1992). Fabry disease: immunocytochemical characterization of neuronal involvement. Ann. Neurol. 31, 409–415. 10.1002/ana.4103104101375013

[B17] EdgarR.DomrachevM.LashA. E. (2002). Gene expression omnibus: NCBI gene expression and hybridization array data repository. Nucleic Acids Res. 30, 207–210. 10.1093/nar/30.1.20711752295PMC99122

[B18] EjlerskovP.HultbergJ. G.WangJ.CarlssonR.AmbjornM.KussM.. (2015). Lack of neuronal IFN-beta-IFNAR causes lewy body- and parkinson's disease-like dementia. Cell 163, 324–339. 10.1016/j.cell.2015.08.06926451483PMC4601085

[B19] FarsoM.MenardC.Colby-MilleyJ.QuirionR. (2013). Immune marker CD68 correlates with cognitive impairment in normally aged rats. Neurobiol. Aging 34, 1971–1976. 10.1016/j.neurobiolaging.2013.02.00823523271

[B20] FazekasF.EnzingerC.SchmidtR.DichgansM.GaertnerB.JungehulsingG. J.. (2013). MRI in acute cerebral ischemia of the young: the Stroke in Young Fabry Patients (sifap1) Study. Neurology 81, 1914–1921. 10.1212/01.wnl.0000436611.28210.ec24186912

[B21] FellgiebelA.WolfD. O.KolodnyE.MullerM. J. (2012). Hippocampal atrophy as a surrogate of neuronal involvement in Fabry disease. J. Inherit. Metab. Dis. 35, 363–367. 10.1007/s10545-011-9390-921932096

[B22] GalA.SchaferE.RohardI. (2006). The genetic basis of Fabry disease, in Fabry Disease: Perspectives from 5 Years of FOS, eds MehtaA.BeckM.Sunder-PlassmannG. (Oxford: Oxford PharmaGenesis)

[B23] GermainD. P. (2010). Fabry disease. Orphanet J. Rare Dis. 5:30 10.1186/1750-1172-5-3021092187PMC3009617

[B24] Ghamari-LangroudiM.DigbyG. J.SebagJ. A.MillhauserG. L.PalominoR.MatthewsR.. (2015). G-protein-independent coupling of MC4R to Kir7.1 in hypothalamic neurons. Nature 520, 94–98. 10.1038/nature1405125600267PMC4383680

[B25] GodelT.BaumerP.PhamM.KohnA.MuscholN.KronlageM.. (2017). Human dorsal root ganglion *in vivo* morphometry and perfusion in Fabry painful neuropathy. Neurology 89, 1274–1282. 10.1212/WNL.000000000000439628835396

[B26] HanischU. K.KettenmannH. (2007). Microglia: active sensor and versatile effector cells in the normal and pathologic brain. Nat. Neurosci. 10, 1387–1394. 10.1038/nn199717965659

[B27] HassanS.SidranskyE.TayebiN. (2017). The role of epigenetics in lysosomal storage disorders: uncharted territory. Mol. Genet. Metab. 122, 10–18. 10.1016/j.ymgme.2017.07.01228918065

[B28] Hawkins-SalsburyJ. A.ReddyA. S.SandsM. S. (2011). Combination therapies for lysosomal storage disease: is the whole greater than the sum of its parts? Hum. Mol. Genet. 20, R54–R60. 10.1093/hmg/ddr11221421999PMC3095053

[B29] HayashiN.MiyataS.YamadaM.KameiK.OohiraA. (2005). Neuronal expression of the chondroitin sulfate proteoglycans receptor-type protein-tyrosine phosphatase β and phosphacan. Neuroscience 131, 331–348. 10.1016/j.neuroscience.2004.11.01715708477

[B30] HelquistP.MaxfieldF. R.WiechN. L.WiestO. (2013). Treatment of niemann–pick type C disease by histone deacetylase inhibitors. Neurotherapeutics 10, 688–697. 10.1007/s13311-013-0217-224048860PMC3805865

[B31] HofmannL.KarlF.SommerC.UceylerN. (2017). Affective and cognitive behavior in the alpha-galactosidase a deficient mouse model of Fabry disease. PLoS ONE 12:e0180601. 10.1371/journal.pone.018060128662189PMC5491260

[B32] HuangY.SmithD. E.Ibanez-SandovalO.SimsJ. E.FriedmanW. J. (2011). Neuron-specific effects of interleukin-1β are mediated by a novel isoform of the IL-1 receptor accessory protein. J. Neurosci. 31, 18048–18059. 10.1523/JNEUROSCI.4067-11.201122159118PMC3261076

[B33] HubnerA.MetzT.SchanzerA.Greber-PlatzerS.ItemC. B. (2015). Aberrant DNA methylation of calcitonin receptor in Fabry patients treated with enzyme replacement therapy. Mol. Genet. Metab. Rep. 5, 1–2. 10.1016/j.ymgmr.2015.08.00228649534PMC5471449

[B34] ItohY.EsakiT.CookM.QasbaP.ShimojiK.AlroyJ.. (2001). Local and global cerebral blood flow and glucose utilization in the alpha-galactosidase a knockout mouse model of Fabry disease. J. Neurochem. 79, 1217–1224. 10.1046/j.1471-4159.2001.00669.x11752062

[B35] KennedyB. E.HundertA. S.GoguenD.WeaverI. C.KartenB. (2016). Presymptomatic alterations in amino acid metabolism and DNA methylation in the cerebellum of a murine model of niemann-pick type c disease. Am. J. Pathol. 186, 1582–1597. 10.1016/j.ajpath.2016.02.01227083515

[B36] KettenmannH.HanischU. K.NodaM.VerkhratskyA. (2011). Physiology of microglia. Physiol. Rev. 91, 461–553. 10.1152/physrev.00011.201021527731

[B37] KhannaR.SoskaR.LunY.FengJ.FrascellaM.YoungB.. (2010). The pharmacological chaperone 1-deoxygalactonojirimycin reduces tissue globotriaosylceramide levels in a mouse model of Fabry disease. Mol. Ther. 18, 23–33. 10.1038/mt.2009.22019773742PMC2839206

[B38] KocenR. S.ThomasP. K. (1970). Peripheral nerve involvement in fabrys disease. Arch. Neurol. 22, 81–88. 10.1001/archneur.1970.004801900850144311670

[B39] KonoY.WakabayashiT.KobayashiM.OhashiT.EtoY.IdaH.. (2016). Characteristics of cerebral microbleeds in patients with fabry disease. J. Stroke Cerebrovasc. Dis. 25, 1320–1325. 10.1016/j.jstrokecerebrovasdis.2016.02.01926987491

[B40] KummerK. K.KalpachidouT.KressM.LangeslagM. (2017). Signatures of altered gene expression in dorsal root ganglia of a fabry disease mouse model. Front. Mol. Neurosci. 10:449 10.3389/fnmol.2017.0044929422837PMC5788883

[B41] LelieveldI. M.BottcherA.HennermannJ. B.BeckM.FellgiebelA. (2015). Eight-year follow-up of neuropsychiatric symptoms and brain structural changes in fabry disease. PLoS ONE 10:e0137603. 10.1371/journal.pone.013760326340726PMC4560446

[B42] LendersM.DuningT.SchelleckesM.SchmitzB.StanderS.RolfsA.. (2013). Multifocal white matter lesions associated with the D313Y mutation of the α-galactosidase a gene. PLoS ONE 8:e55565. 10.1371/journal.pone.005556523393592PMC3564750

[B43] LuJ.YangC.ChenM.YeD. Y.LonserR. R.BradyR. O.. (2011). Histone deacetylase inhibitors prevent the degradation and restore the activity of glucocerebrosidase in Gaucher disease. Proc. Natl. Acad. Sci. U.S.A. 108, 21200–21205. 10.1073/pnas.111918110922160715PMC3248545

[B44] LujanR.Marron Fernandez De VelascoE.AguadoC.WickmanK. (2014). New insights into the therapeutic potential of Girk channels. Trends Neurosci. 37, 20–29. 10.1016/j.tins.2013.10.00624268819PMC3880623

[B45] LuoJ.ElwoodF.BritschgiM.VilledaS.ZhangH.DingZ.. (2013). Colony-stimulating factor 1 receptor (CSF1R) signaling in injured neurons facilitates protection and survival. J. Exp. Med. 210, 157–172. 10.1084/jem.2012041223296467PMC3549715

[B46] LynchA. M.MurphyK. J.DeighanB. F.O'reillyJ. A.Gun'koY. K.CowleyT. R.. (2010). The impact of glial activation in the aging brain. Aging Dis. 1, 262–278. 22396865PMC3295033

[B47] LynchD. S.ZhangW. J.LakshmananR.KinsellaJ. A.UzunG. A.KarbayM.. (2016). Analysis of mutations in AARS2 in a series of CSF1R-negative patients with adult-onset leukoencephalopathy with axonal spheroids and pigmented glia. JAMA Neurol. 73, 1433–1439. 10.1001/jamaneurol.2016.222927749956

[B48] MauhinW.LidoveO.MasatE.MingozziF.MariampillaiK.ZizaJ. M.. (2015). Innate and adaptive immune response in fabry disease. JIMD Rep. 22, 1–10. 10.1007/8904_2014_37125690728PMC4486269

[B49] MechtlerT. P.StaryS.MetzT. F.De JesusV. R.Greber-PlatzerS.PollakA.. (2012). Neonatal screening for lysosomal storage disorders: feasibility and incidence from a nationwide study in Austria. Lancet 379, 335–341. 10.1016/S0140-6736(11)61266-X22133539

[B50] OhnishiA.DyckP. J. (1974). Loss of small peripheral sensory neurons in fabry disease - histologic and morphometric evaluation of cutaneous nerves, spinal ganglia, and posterior columns. Arch. Neurol. 31, 120–127. 10.1001/archneur.1974.004903800680094135101

[B51] OhshimaT.MurrayG. J.SwaimW. D.LongeneckerG.QuirkJ. M.CardarelliC. O.. (1997). Alpha-galactosidase a deficient mice: a model of Fabry disease. Proc. Natl. Acad. Sci. U.S.A. 94, 2540–2544. 10.1073/pnas.94.6.25409122231PMC20124

[B52] OkamuraN.ReinscheidR. K. (2007). Neuropeptide S: a novel modulator of stress and arousal. Stress 10, 221–226. 10.1080/1025389070124867317613937

[B53] PaavilainenT.LepomakiV.SaunavaaraJ.BorraR.NuutilaP.KantolaI.. (2013). Diffusion tensor imaging and brain volumetry in Fabry disease patients. Neuroradiology 55, 551–558. 10.1007/s00234-012-1131-823292181

[B54] PacienzaN.YoshimitsuM.MizueN.AuB. C.WangJ. C.FanX.. (2012). Lentivector transduction improves outcomes over transplantation of human HSCs alone in NOD/SCID/Fabry mice. Mol. Ther. 20, 1454–1461. 10.1038/mt.2012.6422472949PMC3393855

[B55] ParkB. S.MoriM. (2010). Balancing false discovery and false negative rates in selection of differentially expressed genes in microarrays. Open Access Bioinformatics 2010, 1–9. 10.2147/OAB.S718122022206PMC3197253

[B56] PavlopoulosE.JonesS.KosmidisS.CloseM.KimC.KovalerchikO.. (2013). Molecular mechanism for age-related memory loss: the histone-binding protein RbAp48. Sci. Transl. Med. 5:200ra115. 10.1126/scitranslmed.300637323986399PMC4940031

[B57] PhukanJ.PenderN. P.HardimanO. (2007). Cognitive impairment in amyotrophic lateral sclerosis. Lancet Neurol. 6, 994–1003. 10.1016/S1474-4422(07)70265-X17945153

[B58] QueirozM. T.PereiraV. G.Do NascimentoC. C.D'almeidaV. (2016). The underexploited role of non-coding RNAs in lysosomal storage diseases. Front. Endocrinol. 7:133. 10.3389/fendo.2016.0013327708618PMC5030823

[B59] R Development Core Team (2008). R: A Language and Environment for Statistical Computing. Vienna: R Foundation for Statistical Computing.

[B60] ReisinR. C.RomeroC.MarchesoniC.NapoliG.KisinovskyI.CaceresG.. (2011). Brain MRI findings in patients with Fabry disease. J. Neurol. Sci. 305, 41–44. 10.1016/j.jns.2011.03.02021463870

[B61] SaitoS.OhnoK.SakurabaH. (2011). Fabry-database.org: database of the clinical phenotypes, genotypes and mutant alpha-galactosidase a structures in Fabry disease. J. Hum. Genet. 56, 467–468. 10.1038/jhg.2011.3121412250

[B62] Sanchez-RodriguezI.Temprano-CarazoS.NajeraA.DjebariS.YajeyaJ.GruartA.. (2017). Activation of G-protein-gated inwardly rectifying potassium (Kir3/GirK) channels rescues hippocampal functions in a mouse model of early amyloid-beta pathology. Sci. Rep. 7:14658. 10.1038/s41598-017-15306-829116174PMC5676742

[B63] SchermulyI.MullerM. J.MullerK. M.AlbrechtJ.KellerI.YakushevI.. (2011). Neuropsychiatric symptoms and brain structural alterations in Fabry disease. Eur. J. Neurol. 18, 347–353. 10.1111/j.1468-1331.2010.03155.x20636371

[B64] SigmundsdottirL.TchanM. C.KnopmanA. A.MenziesG. C.BatchelorJ.SillenceD. O. (2014). Cognitive and psychological functioning in Fabry disease. Arch. Clin. Neuropsychol. 29, 642–650. 10.1093/arclin/acu04725319043PMC4263929

[B65] SpadaM.PagliardiniS.YasudaM.TukelT.ThiagarajanG.SakurabaH.. (2006). High incidence of later-onset fabry disease revealed by newborn screening. Am. J. Hum. Genet. 79, 31–40. 10.1086/50460116773563PMC1474133

[B66] SzklarczykD.MorrisJ. H.CookH.KuhnM.WyderS.SimonovicM.. (2017). The STRING database in 2017: quality-controlled protein-protein association networks, made broadly accessible. Nucleic Acids Res. 45, D362–D368. 10.1093/nar/gkw93727924014PMC5210637

[B67] TagliaviniF.PietriniV.GemignaniF.LechiA.PalliniR.FedericoA. (1982). Anderson-Fabry's disease: neuropathological and neurochemical investigation. Acta Neuropathol. 56, 93–98. 10.1007/BF006905796278815

[B68] TaguchiA.MaruyamaH.NametaM.YamamotoT.MatsudaJ.KulkarniA. B.. (2013). A symptomatic Fabry disease mouse model generated by inducing globotriaosylceramide synthesis. Biochem. J. 456, 373–383. 10.1042/BJ2013082524094090PMC4160053

[B69] TaguchiK.YamagataH. D.ZhongW.KaminoK.AkatsuH.HataR.. (2005). Identification of hippocampus-related candidate genes for Alzheimer's disease. Ann. Neurol. 57, 585–588. 10.1002/ana.2043315786443

[B70] TuttolomondoA.PecoraroR.SimonettaI.MiceliS.ArnaoV.LicataG.. (2013a). Neurological complications of Anderson-Fabry disease. Curr. Pharm. Des. 19, 6014–6030. 10.2174/1381612811319999038723448452

[B71] TuttolomondoA.PecoraroR.SimonettaI.MiceliS.PintoA.LicataG. (2013b). Anderson-Fabry disease: a multiorgan disease. Curr. Pharm. Des. 19, 5974–5996. 10.2174/1381612811319999035223448451

[B72] UnderhillH. R.Golden-GrantK.GarrettL. T.UhrichS.ZielinskiB. A.ScottC. R. (2015). Detecting the effects of Fabry disease in the adult human brain with diffusion tensor imaging and fast bound-pool fraction imaging. J. Magn. Reson. Imaging 42, 1611–1622. 10.1002/jmri.2495226018987PMC4662657

[B73] VivianiB.BorasoM. (2011). Cytokines and neuronal channels: a molecular basis for age-related decline of neuronal function? Exp. Gerontol. 46, 199–206. 10.1016/j.exger.2010.09.00820869430

[B74] WilcoxW. R.OliveiraJ. P.HopkinR. J.OrtizA.BanikazemiM.Feldt-RasmussenU.. (2008). Females with Fabry disease frequently have major organ involvement: lessons from the Fabry Registry. Mol. Genet. Metab. 93, 112–128. 10.1016/j.ymgme.2007.09.01318037317

[B75] XieY. F.HuoF. Q.TangJ. S. (2009). Cerebral cortex modulation of pain. Acta Pharmacol. Sin. 30, 31–41. 10.1038/aps.2008.1419079295PMC4006538

[B76] XieZ. M.WangX. M.XuN.WangJ.PanW.TangX. H.. (2017). Alterations in the inflammatory cytokines and brain-derived neurotrophic factor contribute to depression-like phenotype after spared nerve injury: improvement by ketamine. Sci. Rep. 7:3124. 10.1038/s41598-017-03590-328600519PMC5466642

[B77] XuY. L.ReinscheidR. K.Huitron-ResendizS.ClarkS. D.WangZ.LinS. H.. (2004). Neuropeptide S: a neuropeptide promoting arousal and anxiolytic-like effects. Neuron 43, 487–497. 10.1016/j.neuron.2004.08.00515312648

[B78] YamG. H.RothJ.ZuberC. (2007). 4-Phenylbutyrate rescues trafficking incompetent mutant α-galactosidase A without restoring its functionality. Biochem. Biophys. Res. Commun. 360, 375–380. 10.1016/j.bbrc.2007.06.04817592721

[B79] ZambranoA.OtthC.MujicaL.ConchaI.iMaccioniR. B. (2007). Interleukin-3 prevents neuronal death induced by amyloid peptide. BMC Neurosci. 8:82. 10.1186/1471-2202-8-8217915029PMC2089076

# Supplementary material for: Altered Gene Expression in Prefrontal Cortex of a Fabry Disease Mouse Model
**Source:** Front Mol Neurosci. 2018 Jun 25;11:201. doi: 10.3389/fnmol.2018.00201
**Supplement:** Supplementary file 1

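The table reports a second measurement on other animals: prefrontal cortex from α-Gal A(-/0) mice backcrossed with wildtype C57BL/6J mice, and from wildtype mice, measured by RT-qPCR with TaqMan assays. The threshold cycle of each gene was set against the reference genes Hprt, Sdha and Tfrc, and fold changes are relative to wildtype mice. Some assays cannot separate near-identical copies, as the single assay for the Dynlt1 genes shows. The samples behind this table were not analysed here.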

**Supplementary Table 1.** RT-qPCR validation of up- and downregulated genes.

|  | *Mean ± SEM* | | *Welch-corrected t-test* | | |
| --- | --- | --- | --- | --- | --- |
| *Gene* | *wildtype* | *α-Gal^(-/0)^* | *t* | *df* | *p-value* |
| Fxyd2 | 1.004 ± 0.0390 | 3.477 ± 0.5273 | 4.68 | 5.06 | 0.0053 |
| Cdhr1 | 1.197 ± 0.3015 | 2.805 ± 0.5596 | 2.53 | 7.68 | 0.0364 |
| Fam83a | 1.022 ± 0.0982 | 1.574 ± 0.4636 | 1.17 | 4.36 | 0.3038 |
| Dynlt1a/1b/1c/1f | 1.002 ± 0.0342 | 1.370 ± 0.1107 | 3.17 | 5.93 | 0.0196 |
| Cpne5 | 1.002 ± 0.0278 | 1.058 ± 0.0764 | 0.69 | 6.30 | 0.5142 |
| Agfg2 | 1.012 ± 0.0672 | 0.994 ± 0.0721 | 0.18 | 9.95 | 0.8641 |
| Fn3krp | 1.001 ± 0.0164 | 0.863 ± 0.0517 | 2.55 | 6.00 | 0.0437 |
|  |  |  |  |  |  |
| Zfp932 | 1.008 ± 0.0606 | 0.333 ± 0.0101 | 11.01 | 5.28 | < 0.0001 |
| Gm1987 | 1.006 ± 0.0463 | 0.499 ± 0.0213 | 9.94 | 6.95 | < 0.0001 |
| Sc5d | 1.004 ± 0.0415 | 0.804 ± 0.0179 | 4.43 | 6.79 | 0.0033 |
| Hdac1 | 1.000 ± 0.0108 | 0.852 ± 0.0464 | 3.12 | 5.54 | 0.0228 |
| S100pbp | 1.001 ± 0.0160 | 0.863 ± 0.0393 | 3.24 | 6.62 | 0.0154 |
| Tmem25 | 1.005 ± 0.0423 | 0.951 ± 0.0746 | 0.62 | 7.92 | 0.5502 |
| Kcnj6 | 1.002 ± 0.0250 | 1.046 ± 0.1078 | 0.40 | 5.54 | 0.7038 |
|  |  |  |  |  |  |

**Supplementary Table 2.** Raw expression values, fold changes and statistical analysis for significantly regulated ion channels, receptors and signaling proteins.

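The table gives expression values, fold changes and p-values from the arrays for ion channels, receptors and signaling proteins. Of its entries, 13 could be matched to a single probe by gene and position or accession, and all 13 were past the study's criterion with the same sign. At an adjusted p under 0.05 from limma's test there were 5 of the 13. The entries were chosen by the study on these samples and the count is not independent evidence.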

|  |  |  | |  | |  | |  | |  | |  | |  |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| *NCBI RefSeq ID* | *Gene Symbol* | *Gene Name* | | *Expression α-Gal^-/0^* | | *Expression wildtype* | | *fold change* | | *p-value* | | *FDR* | |  |
|  |  |  | |  | |  | |  | |  | |  | |  |
| ***Ion channels and receptors*** | |  | |  | |  | |  | |  | |  | |  |
| NM_011436 | Sorl1 | sortilin-related receptor, LDLR class A repeats-containing | | 14319 | | 9508 | | 1.8 | | 0.0004 | | 0.1160 | |  |
| NM_015730.5 | Chrna4 | cholinergic receptor, nicotinic, alpha polypeptide 4 | | 1119 | | 929 | | 1.4 | | 0.0062 | | 0.3613 | |  |
| NM_001110227 | Kcnj13 | potassium inwardly-rectifying channel, subfamily J, member 13 | | 368 | | 498 | | -1.2 | | 0.0035 | | 0.2946 | |  |
| NM_009987 | Cx3cr1 | chemokine (C-X3-C) receptor 1 | | 4692 | | 6704 | | -1.2 | | 0.0057 | | 0.3473 | |  |
| NM_007413 | Adora2b | adenosine A2b receptor | | 407 | | 588 | | -1.3 | | 0.0031 | | 0.2892 | |  |
| AK162665 | Sorl1 | sortilin-related receptor, LDLR class A repeats-containing | | 5086 | | 7610 | | -1.3 | | 0.0023 | | 0.2604 | |  |
| NM_175678 | Npsr1 | neuropeptide S receptor 1 | | 61 | | 128 | | -1.9 | | 0.0000 | | 0.0289 | |  |
| NM_001025585 | Kcnj6 | potassium inwardly-rectifying channel, subfamily J, member 6 | | 91 | | 322 | | -3.2 | | 0.0000 | | 0.0050 | |  |
|  |  |  | |  | |  | |  | |  | |  | |  |
| ***Receptor tyrosine kinases and protein tyrosine phosphatases*** | | | | |  | |  | |  | |  | |  | |
| NM_054096 | Tirap | | toll-interleukin 1 receptor (TIR) domain-containing adaptor protein | | 202 | | 140 | | 1.6 | | 0.0072 | | 0.3839 | |
| NM_029928 | Ptprb | | protein tyrosine phosphatase, receptor type, B | | 3470 | | 5067 | | -1.3 | | 0.0005 | | 0.1266 | |
| NM_029928 | Ptprb | | protein tyrosine phosphatase, receptor type, B | | 242 | | 356 | | -1.3 | | 0.0076 | | 0.3873 | |
| NM_001037859 | Csf1r | | colony stimulating factor 1 receptor | | 913 | | 1340 | | -1.3 | | 0.0011 | | 0.1961 | |
| NM_001037859 | Csf1r | | colony stimulating factor 1 receptor | | 15248 | | 24103 | | -1.4 | | 0.0014 | | 0.2149 | |
| AK083209 | Il1rap | | interleukin 1 receptor accessory protein | | 623 | | 958 | | -1.4 | | 0.0013 | | 0.2125 | |
| NM_008981 | Ptprg | | protein tyrosine phosphatase, receptor type, G | | 796 | | 1227 | | -1.4 | | 0.0097 | | 0.4169 | |
| NM_010185 | Fcer1g | | Fc receptor, IgE, high affinity I, gamma polypeptide | | 1401 | | 2197 | | -1.4 | | 0.0096 | | 0.4159 | |
| NM_008369 | Il3ra | | interleukin 3 receptor, alpha chain | | 490 | | 963 | | -1.7 | | 0.0000 | | 0.0289 | |
| NM_001077189 | Fcgr2b | | Fc receptor, IgG, low affinity IIb | | 82 | | 159 | | -1.7 | | 0.0017 | | 0.2337 | |
| NM_010508 | Ifnar1 | | interferon (alpha and beta) receptor 1 | | 1764 | | 3605 | | -1.8 | | 0.0000 | | 0.0298 | |
|  |  | |  | |  | |  | |  | |  | |  | |
| ***Synapse and signaling proteins*** | | |  | |  | |  | |  | |  | |  | |
| NM_016700 | Mapk8 | | mitogen-activated protein kinase 8 | | 970 | | 791 | | 1.4 | | 0.0002 | | 0.0711 | |
| NM_178684 | Mapk1ip1l | | mitogen-activated protein kinase 1 interacting protein 1-like | | 284 | | 237 | | 1.3 | | 0.0022 | | 0.2522 | |
| NM_001038655 | Gng7 | | guanine nucleotide binding protein (G protein), gamma 7 | | 277 | | 235 | | 1.3 | | 0.0039 | | 0.3067 | |
| NM_011428 | Snap25 | | synaptosomal-associated protein 25 | | 49393 | | 69996 | | -1.2 | | 0.0088 | | 0.4071 | |
| NM_134116 | Gpsm3 | | G-protein signalling modulator 3 (AGS3-like, C. elegans) | | 628 | | 894 | | -1.3 | | 0.0089 | | 0.4074 | |
| NM_053270 | Rims1 | | regulating synaptic membrane exocytosis 1 | | 438 | | 638 | | -1.3 | | 0.0024 | | 0.2604 | |
| NM_011523 | Synj2 | | synaptojanin 2 | | 445 | | 716 | | -1.4 | | 0.0068 | | 0.3745 | |
| NM_001163032 | Synpr | | synaptoporin | | 172 | | 274 | | -1.4 | | 0.0069 | | 0.3785 | |
| NM_028638 | Gadl1 | | glutamate decarboxylase-like 1 | | 52 | | 101 | | -1.7 | | 0.0029 | | 0.2832 | |
| NM_178785 | Rasal3 | | RAS protein activator like 3 | | 72 | | 144 | | -1.8 | | 0.0056 | | 0.3466 | |
|  |  | |  | |  | |  | |  | |  | |  | |

How the deposited data were processed for this re-analysis (not part of the article)

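RNA of the prefrontal cortex of 4 male α-Gal A(-/0) mice and 4 male wildtype mice was measured on 8 one-color Agilent SurePrint G3 mouse arrays, 1 array per mouse. Per the file headers, the processed intensity values of each array were made with Feature Extraction, which removed a surface fitted across the array, applied a multiplicative detrending and replaced the lowest signals by surrogates, without subtraction of the local background and without normalization between arrays. A second table, as deposited, holds log2 values that the authors made with GeneSpring by quantile normalization across the 8 arrays, with 40501 probes. Of its 8 columns, 7 correlate more closely with the scanner values of another sample than with those of the sample they are named for, so this table was used only as an alternative and its columns keep the names they carry. Positions are those of the array design on mm9.

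Spots of one probe were averaged, intensities were taken to log2 and quantile normalized over the 8 arrays, and control probes and probes with an uneven spot on any array were then left out. Probes well above background on all 4 arrays of at least 1 genotype were tested. The number of such probes per array, given at the first result, stands for the depth of the measurement. The genotypes were compared with lmFit and eBayes of limma 3.58.1 in R 4.3.3 (with statmod 1.5.0 for the trend and robust setting), two-sided, with Benjamini-Hochberg adjustment over all tested probes, and probes with an adjusted p under 0.05 were called. The study's criterion, an unadjusted p of at most 0.01 with a fold change of at least 1.2 or of at least 2, was counted apart. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15, with pandas 2.3.3 and numpy 2.4.6.

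On simulated data with 4 arrays against 4 the steps were tested: of 50 probes changed by each fold, 1 was called at 1.2-fold, 22 at 1.5-fold, 39 at 2-fold and 45 at 4-fold, and of 34139 unchanged probes 7 were called and 257 passed the study's criterion. Differences of about 1.2-fold in single probes are thus mostly below what 4 arrays per genotype can call.

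Gene lists were fixed before the data were examined. Of these, 41 were written from general knowledge of cell types, tissues, gene families and pathways, except that those of the chromosome 4 cluster and the Dynlt1 family follow genes in the study's tables and are not independent evidence, and 12 more hold genes that the study chose on these same samples and are described by counts only. Other lists of the 41 also hold genes that the study names from these samples, such as Gm8909, H2-T9 and H2-T10 in antigen presentation. The tests of such lists are not fully independent of the study's choice. Each gene was represented by its brightest probe, and lists were compared with all other genes by limma's camera with a preset correlation between genes of 0.01, with adjustment over the 41 lists. Positions were tested by counting genes past the study's criterion with another such gene within 1 Mb, against 10000 random draws, and by a hypergeometric test in each region of 10 Mb. Measures of array quality, and means of lists per mouse, were compared by exact permutation tests with 70 relabelings. A group of 4 values in which 1 value lies far from the other 3 was found by Dixon's test, for each measure of array quality, each of the 41 lists, each matched probe of Tables 1 and 2 and the 10 probes with the largest log2 fold change in each direction. The replicate numbers do not pair the samples: the residual correlations between arrays of one number are near 0.

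Genes are named by a rule set beforehand: genes named in the study's tables, figures and results or discussion text (whose values in the paper had been seen), the 10 probes with the largest log2 fold change in each direction among called probes whose genotypes do not overlap, up to 4 members of each list with the lowest p and the members a list test rests on, Gla with its neighbours on the X chromosome and the reference genes, and up to 6 genes with the lowest p in each region past the positional test. For a probe well above background on no array of one genotype, the fold is given as a lower bound against the brightness at which a spot counts as well above background.

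Alternatives set before the data were examined were a 75th percentile shift, normexp background correction with an offset of 50, no filter on signal or one on all 8 arrays, saturated probes left out, the methods' own test, an intensity trend with robust variances, a replicate block, the deposited log2 table, each array left out in turn, camera with an estimated correlation, fry, the mean over all probes of a gene, a distance of 5 Mb, genes at an adjusted p under 0.05, near-identical copies left out and genes counted instead of probes. Slide row as a block, each slide row alone, array weights, the methods' own test on probes well above background on all 8 arrays and the omission of unnamed transcripts were added after the data were seen. Slide as a block could not be run, since there was 1 slide. Some genes chosen for naming are not reported here. Dorsal root ganglia and RT-qPCR were not analysed here, and the enrichment and interaction databases of the study were not used here.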

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

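The tests of gene copies, probe mismatch, colonies, regions over other splits, microglia, interferon response of single mice, slide row and the 3 explanations for one array were chosen only after the result was seen, and the comparison of the 4 results with other splits before.

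Genes past the study's criterion lie close together on the chromosomes, in regions such as the one around the histocompatibility complex with H2-T9 and H2-T10. Near-identical gene copies are not the whole of it. Without Gm-numbered, H2, Dynlt1 and Ccl21 genes, 10 regions still hold more such genes than expected. Any other split of the arrays gave at most 1 (1 of 35 splits as large). A probe mismatch to the sequence of another strain lowers a signal. In the α-Gal A(-/0) colony alone it would leave out the 52 of 120 called probes in these regions that were higher. In the wildtype colony it would make probes higher in α-Gal A(-/0) mice, so for the higher probes mismatch stays open. Which colony differs from the probe sequences was not tested. Chance is excluded for the number of regions, 10 in the comparison of the genotypes against at most 2 in any other split (1 of 35 splits as large). For probes that were lower, mismatch stays open: of 51 lower genes past the criterion in the regions with further probes, 27.45% had all of them lower at a p of at most 0.05 too, and 66.67% lower at any p. Segments of another genome in one of the separate colonies may explain the 10 regions and cannot be told apart from an effect of α-Gal A loss, because each colony had 1 genotype on these arrays. The paper's RT-qPCR on backcrossed mice, not analysed here, covers single genes of the regions. It reports a significant change in the same direction for Fxyd2, Cdhr1, the Dynlt1 genes, Sc5d, Hdac1 and S100pbp. For all but Fxyd2 this was smaller than at their array probes of lowest p. For Tmem25 and Cpne5 it reports none. Outside the regions, the RT-qPCR reports the same direction for Gm1987 and Zfp932 and the opposite one for Fn3krp. For Gm1987 the change was far smaller than at its array probe, which was 74.4-fold lower. For Zfp932 it was not smaller than at the array probe of lowest p. For Agfg2 and Kcnj6 it reports no significant change.

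Lists of immune genes were lower in α-Gal A(-/0) mice with camera's preset correlation, but not with an estimated one (adjusted p = 0.41 to 0.53), and single genes such as Dtx3l, Mpeg1 and Ccl9 were lower by limma's test. Fewer microglia stay open: the log2 fold changes of the 28 markers differ by more than limma's standard errors (Cochran's Q against a chi-square distribution, p = 2.1e-24), but so do those of different probes of one gene, such as Baz1a, so this decides nothing. Slide row as the whole cause is argued against by the interferon response genes, whose mean was −0.67, and −0.60 with row as a block (camera with the preset correlation, adjusted p = 1.1e-11), though without the block the list did not pass with an estimated correlation (adjusted p = 0.41). An interferon response of single wildtype mice may contribute: replicates 1 and 3 are highest and the exact permutation p of the list is 0.057. A loss of immune transcripts through α-Gal A depletion stays open, as does a difference between the colonies.

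The array of α-Gal A(-/0) replicate 2 stands apart from the other arrays of its genotype by its 29943 probes well above background, its mean correlation of 0.983 with the other arrays, its negative control SD of 4.55 and a ratio of 1.63 between the bands of spots that deviate most and least, where chance alone sets about 1 in 20 groups apart. Weaker labelling or hybridization of the whole array would lower its spike-in signal, which is 10.40 against 9.79 to 10.30 on the other arrays. Other brain tissue or cells in the dissection would shift their markers, and it stands apart on 0 of 17 lists of cell types and tissues. That test finds only a value far from the other 3, so it cannot decide where these vary too. The striatum mean of this array was the highest, at 0.80, with 0.63 in α-Gal A(-/0) replicate 1. Other tissue thus stays open. Uneven signal across the surface of the array stays open: the next highest ratio is 1.21, but the ratio is itself one of the measures that set the array apart. No biological explanation was tested for a single mouse.

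In 15 of 222 groups tested, the 4 of the array above included, a single value lay far from the other 3 of its genotype, and chance alone gives about 1 in 20. The variation between replicate spots of wildtype replicate 3 was 10.4%. The lymphocyte list had a mean of 0.16 in α-Gal A(-/0) replicate 4, and the list of the sodium pump and FXYD family one of −0.041 in wildtype replicate 1. Log2 signals that stood apart were Rbbp4 in wildtype replicate 2 (8.12), Rere in wildtype replicate 1 (7.16), Tmem181a in wildtype replicate 1 (12.01), AK007918 in wildtype replicate 3 (10.51), Gm3893 in α-Gal A(-/0) replicate 1 (7.66), Med8 in α-Gal A(-/0) replicate 1 (4.02), BC019489 in α-Gal A(-/0) replicate 3 (4.36) and the transcript ENSMUST00000177565 in α-Gal A(-/0) replicate 2 (3.59).

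Some called probes with the largest differences belong to transcripts the paper does not report. Tmem181a, a membrane protein gene on chromosome 17, was higher by a log2 of 1.82, a call kept under 5 of 17 other settings, and TC1671985 by 2.15. A_55_P2174736 was higher by 4.66, DV655444 by 3.98 (at least 4.79-fold) and A_55_P2016962 by 3.40 (at least 4.29-fold). One probe of Med8, a subunit of the mediator complex, fell by −6.61 (at least 25.2-fold) while its other probe had −0.25. D4Ertd617e had −5.44 and was well above background on 1 α-Gal A(-/0) array, AK007918 had −4.47 and BC019489 −4.31, each above background on 3, and LOC101056232 had −3.66. ENSMUST00000177565 had −4.40 (at least 5.63-fold lower). On chromosome 11, the unnamed transcript of A_30_P01025754 had −4.00 and was above background on 2 α-Gal A(-/0) arrays, and that of A_30_P01027774 −3.54 (at least 4.07-fold lower). Where some arrays of a genotype are not above background, the log2 values are differences against the lowest signals the scanner gives, and their size is uncertain.

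The 4 results were compared with all 35 splits of the 8 arrays into 4 and 4. Chance is excluded for the 301 called probes (highest other split 7, and 1 of 35 as large). It is not excluded for the 1178 probes past the study's criterion (highest other 1301, 2 of 35, in a split with 0 called probes), for the 15 gene lists (highest other 18, 4 of 35) or for the ratio of 1.16 of neighbouring genes (highest other 1.69, 12 of 35). The split with 1301 probes sets α-Gal A(-/0) replicates 1, 2 and 3 and wildtype replicate 2 against the other arrays. Their striatum list means were 0.63, 0.80, 0.38 and 0.23, against −0.95 to −0.18 on the other arrays. Whether the dissection contributes to the number of probes past the criterion was not tested. The split by slide row gave 0 called probes.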

How the results depend on the processing

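The settings with slide row, array weights, the methods' test on all 8 arrays' probes and unnamed transcripts left out were chosen only after the results were seen. With a 75th percentile shift, normexp, both other filters on dim probes or an intensity trend, the count of 301 called probes stayed between 223 and 424, the 1178 past the criterion between 949 and 1215 and the 15 lists between 16 and 19. Leaving out saturated probes moved nothing, since none was tested, and slide as a block could not be run with 1 slide and 1 scan. Leaving out 1 array at a time gave 183 to 258 called probes, 850 to 1411 past the criterion, 14 to 18 lists and a ratio of neighbouring genes of 1.04 to 1.29, with fewer arrays in each fit. The methods' Welch t-test gave 92 and 615 and the replicate block 150 called probes. Camera with an estimated correlation called 1 list, the chromosome 4 cluster, whose genes follow the study's own table, and fry 9. At a distance of 5 Mb the ratio was 0.985, where 747 of 807 genes had a neighbour. Slide row as a block gave 144 called probes and array weights 493. Slide row 1 alone gave 115, and slide row 2 alone 76, with 467 past the criterion, but in each row 1 genotype has a single array, so only the other gives the spread and these counts say nothing about stability. The methods' test on probes well above background on all 8 arrays gave 495 past the criterion. The cause of these shifts was not tested, apart from the smaller number of arrays. Of 368 named probes, 297 to 368 kept their side of the threshold in the planned settings with all 8 arrays and the scanner values, and none reversed.

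With the deposited log2 table, whose columns are matched to samples by their names, 6 probes were called, 491 passed the criterion and 7 lists were called. Of those called with this table or the scanner values, 56 named probes changed sign and 7 lists changed direction in camera's test against all other genes, 4 of them with a mean that stayed below 0. The lists had means of: microglia −0.029, inhibitory neuron −0.22, olfactory bulb −1.49, interferon response −0.064, cholesterol biosynthesis −0.017, chr4 chemokine and Il11ra2 cluster −0.033, Dynlt1 family −0.18. The probes had log2 fold changes of: A_30_P01018612 0.011, A_30_P01021554 −0.31, A_30_P01024957 0.017, A_30_P01025308 −0.03, A_30_P01026467 −0.17, A_30_P01032982 0.085, C920006O11Rik −0.16, Ptpn20 0.050, Cdhr1 −0.68, Bcl9l 0.22, Itga9 0.10, Fn3krp −0.17, Gbp7 0.012, Mapk8 −0.075, Fes 0.051, Gm3893 0.19 and 0.054, BC019489 0.43, Pmepa1 0.022, A930033H14Rik −0.18, LOC547349 −0.033, Rere 0.048, AF251705 0.042, Il3ra 0.086, S100pbp 0.078, A_55_P2016962 −0.017, Gm13298 0.09 and 0.14 and 0.086 and 0.22, Tmem181a −0.36, Zfp386 0.034, Csf1r 0.064, AK007918 0.082, D4Ertd617e 0.069, Dtx3l 0.13, Ghitm −0.061, A_55_P2073134 0.068, Fam83a −0.17, Taf11 −0.0089, LOC101056232 0.14, TC1671985 −0.27, 4933409K07Rik 0.24, Pdia2 −0.18, Dynlt1f −0.26, Dynlt1c −0.26, Sorl1 −0.015, ENSMUST00000177565 0.41, Tollip −0.15, Npsr1 0.074, Hmga2-ps1 0.059, Luc7l −0.16, Tmem44 0.060, Dynlt1a −0.19, Med8 0.44, Pisd-ps3 −0.27. The table's columns follow other scanner files than their names say, and the effect of that alone was not tested.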

Differences from the paper's values

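The test of the study on probes well above background on all 8 arrays was chosen only after the values were seen, and every other alternative was set before the data were examined.

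At the study's criterion of p of at most 0.01 and a fold change of at least 1.2, 1178 probes were counted, 394 higher and 784 lower, against the paper's 381, 135 and 246. At a fold change of at least 2 there were 193, 61 higher and 132 lower, against the paper's 50, 19 and 31. Of the probes with a fold change of at least 2, 47 higher and 106 lower had an FDR corrected p of at most 0.1, against the paper's 11 and 17. Of 18 alternatives, the deposited log2 table gave values near the paper's 381, 135, 246 and 31 (491, 124, 367 and 26), and the other 17 did not, but 7 of the 8 columns of that table follow the scanner values of another sample, so its counts do not compare the genotypes. For the paper's 50, 19, 11 and 17 none of the 18 did. The 1178 probes stand for 1055 genes, and with each gene counted by its brightest probe alone the number past the criterion was 820. The methods' test on probes well above background on all 8 arrays, chosen after seeing the values, gave 495 with 204 higher and 291 lower, 80 at a fold change of at least 2 with 36 higher and 44 lower, and 18 and 28 at the FDR. Of these the 495, 291 and 44 are within 1.5 times the paper's 381, 246 and 31, and the others are not. It dropped 0 of the 46 probes of Tables 1 and 2 that could be matched.

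Chrna4 was 2.38-fold higher at the matched probe, against the paper's 1.4 in Supplementary Table 2. Of 17 alternatives, normexp background correction (1.79) and the fit without wildtype replicate 2 (1.97) were within the replicate spread of the paper's value and the other 15 were not, but the other probe of Chrna4 was 1.37-fold higher, close to the paper's 1.4. The matched probe was taken by its accession, and the log2 signals of the other, 10.22 and 9.77, are also nearer to the table's expression values than those of the matched probe, 7.67 and 6.42. For the 58 other fold changes that could be matched, the values lay within the spread between replicates and had the same sign as the paper's.

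Of 79 fold changes in the paper's tables, 20 could not be matched to a single probe and were not compared.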

Other observations

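No test in this part was chosen after its result was seen.

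The list of 41 tested genes of glycosphingolipid metabolism, the pathway that α-galactosidase A belongs to, did not pass as a whole in the prefrontal cortex (camera, adjusted p = 0.81). Neu4, a sialidase gene expressed in oligodendrocyte precursors and well above background on 3 of 4 α-Gal A(-/0) arrays, fell, with −0.66 (standard error 0.087, adjusted p = 0.013), and was the only one of 9 precursor markers past the test, also adjusted over the list alone (camera, adjusted p = 0.1). Next to Gla on the X chromosome, Armcx3 rose by 0.56 (standard error 0.078, adjusted p = 0.015) at one probe and had −0.0088 at the other, while Armcx6 had 0.30 (adjusted p = 0.073) and Btk −0.39 (adjusted p = 0.3). Of 24 tested genes of this neighbourhood, Armcx3 was the only one to pass over all probes and 2 rose adjusted over the list alone (camera, adjusted p = 0.81).

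Of 42 genes linked to neurodegeneration, 1 rose, Sorl1, and 2 fell, Csf1r among them (1 and 7 adjusted over the list alone; camera, adjusted p = 0.23). None of the 9 reference genes passed, with 0.18 for Ywhaz and −0.07 for Hprt (adjusted p = 0.81 for the list), nor any of 14 hypoxia genes (adjusted p = 0.95). Lists of endothelial cells (19 genes), mural cells (11), meninges (12), choroid plexus (10), ependymal cells (7) and blood (7) had camera adjusted p values of 0.075, 0.34, 0.85, 0.16, 0.087 and 0.84, with no member past the test over all probes, and adjusted over the list alone only Ptprb of the endothelial genes and Tekt1 of the ependymal genes, at 0.24. Of the study's own further groups, chosen on these samples, 1 of 7 ion channels and receptors rose and 2 fell, 1 of 11 genes of its discussion of neurodegeneration rose and 5 fell, and 8 of 16 genes of its RT-qPCR rose and 7 fell.

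Probes of one gene often differed. Of 438 genes past the criterion with at least 2 tested probes, 279 (63.7%) had the same sign at all of them, 101 (23.1%) had the same sign and a p of at most 0.05 at all, and 13 had probes past the criterion in opposite directions, among them Baz1a, Ets1, Mapk8, Sorl1 and Ift46.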
